# Mapping cell diversity and dynamics in inflammatory temporomandibular joint osteoarthritis with pain at single-cell resolution

**DOI:** 10.1172/jci.insight.184379

**Published:** 2025-02-10

**Authors:** Supawadee Jariyasakulroj, Yang Shu, Ziying Lin, Jingyi Chen, Qing Chang, Pao-Fen Ko, Jian-Fu Chen

**Keywords:** Cell biology, Inflammation, Behavior, Bioinformatics, Osteoarthritis

## Abstract

Temporomandibular joint (TMJ) osteoarthritis with pain is a highly prevalent disorder affecting patients’ quality of life. A comprehensive understanding of cell type diversity and its dynamics in painful TMJ osteoarthritis (TMJOA) is lacking. Here, we utilized an inflammatory TMJOA mouse model via intra-articular injection of CFA. TMJOA mice exhibited cartilage remodeling, bone loss, synovitis, increased osteoarthritis (OA) score, and orofacial pain, recapitulating hallmark symptoms in patients. Single-cell transcriptomic profiling of the TMJ was performed in conjunction with mouse genetic labeling, tissue clearing, light sheet and confocal 3D imaging, multiplex RNAscope, and immunodetection. We visualized, reconstructed, and analyzed the distribution and density of nociceptive innervation of TMJ at single-axon levels. We systematically mapped the heterogeneity and anatomical position of blood endothelial cells, synovial fibroblasts, and immune cells, including *Cx3cr1*-positive barrier macrophages. Importantly, TMJOA mice exhibited enhanced neurovascular coupling, sublining fibroblast hyperplasia, inflammatory immune cell expansion, disrupted signaling-dependent cell-cell interaction, and a breakdown of the sandwich-like organization consisting of synovial barrier macrophages and fibroblasts. By utilizing a mouse model with combined TMJ pain history and OA, we reveal the cellular diversity, anatomical structure, and cell dynamics of the TMJ at single-cell resolution, which facilitate our understanding and potential targeting of TMJOA.

## Abstract 2

We mapped cell diversity and dynamics in inflammatory temporomandibular joint osteoarthritis with pain at single cell resolution.

## Introduction

Temporomandibular disorders (TMDs) are a group of more than 30 human disorders associated with the temporomandibular joint (TMJ), muscles of mastication, and surrounding tissues. TMDs are common, with over 70% of the human population reporting symptoms (1). About 15% of TMDs present as an aggressive disease that is recalcitrant to therapies and leads to chronic pain, making TMDs the second (after chronic low back pain) most common musculoskeletal pain condition. Arthrogenous TMD is a joint-related condition associated with inflammation, dysfunction, and degeneration of the hard or soft tissues within the TMJ. The most common and debilitating forms of arthrogenous TMD are TMJ arthritis and TMJ osteoarthritis (TMJOA), both of which substantially impact the quality of life because of jaw pain and limited jaw movement (2). Localized TMJ arthritis, synovitis, or capsulitis is characterized by joint pain accompanied by clinical signs of inflammation or infection in the absence of substantial bone changes. Localized osteoarthritis (OA), or primary TMJOA, is a degenerative joint disorder that affects only the TMJ and does not involve other systemic joints. Clinical features of TMJOA include the deterioration of articular tissue along with concomitant bony changes in the condyle and articular eminence (3). The characteristics of TMJOA include progressive osseous changes and inflammation in synovial tissue (4, 5). Patients with TMJOA usually have a history of joint pain and joint sounds during jaw movement (6, 7). However, the symptoms can remain subclinical until later stages of degeneration. Although pain is a key reason why patients seek medical treatment, what causes pain in TMDs and how to effectively treat it remain poorly understood (8–10).

The treatment strategies for TMJOA aim at relieving pain, preventing cartilage and subchondral bone destruction, and restoring joint functions. Current clinical practices for TMJOA are invasive joint replacement or conservative therapy, including nonsteroidal antiinflammatory drugs (NSAIDs), splints, and visco-supplementation such as intra-articular injection of hyaluronic acid (11–13). However, 30%–40% of patients are resistant to the first-line NSAID treatment, whose whole-body administration presents side effects with increased risk of gastrointestinal and cardiovascular complications, limiting its general usage (14, 15). Available therapies can alleviate mild to moderate joint pain to a certain degree. Overall, effective disease-modifying OA medications and relief from severe TMJ arthritis pain remain an unmet medical need. The challenges of effectively treating painful TMJOA are, in part, due to a limited understanding of its pathophysiology. TMJOA has multifactorial etiologies, involving different tissues and cell types, such as temporal and mandibular bones, cartilage, osteoclasts, synovium, ligaments, muscles, tendons, and multiple immune cells. Our understanding of TMJOA has been hampered by a limited emphasis on comprehensive and integrated analyses of cellular diversities and functions in the TMJ (4, 5). Few studies have combined findings in multiple cells and their dynamic interactions with their niche environment in TMJOA, which prevents the development of effective, evidence-based treatments.

Animal models play a key role in understanding the pathological process of TMJOA and in evaluating new therapeutic strategies. For the past 4 decades, TMJOA animal models have been extensively used and divided into induced, naturally occurring, and genetically modified models (4, 5, 16). Induced models include the intra-articular injection of inflammatory chemicals (such as complete Freund’s adjuvant [CFA]) (17–20) and surgical trauma such as disc perforation and partial discectomy (21–23). It is technically challenging to perform TMJ surgery in rodent models, especially in the context of pain behaviors with intrinsic variabilities. Therefore, chemically induced inflammatory TMJOA represents a practicable rodent model to recapitulate both TMJ arthritis and OA pathologies and pain behaviors for the assessment of therapeutic strategies (5, 24). It is important to comprehensively characterize TMJ arthritis and pain at morphological, pathological, molecular, cellular, and behavioral levels in these rodent models.

Here, we established a CFA-induced inflammatory TMJOA mouse model with the characterization of synovitis, chondrocyte remodeling, subchondral bone loss, and pain behaviors. We combined single-cell RNA sequencing (scRNA-Seq), 3D imaging, multiplex immunodetection, and highly resolved in situ analysis to catalog the cell types within the TMJ. We defined sensory nerve, blood vessel, macrophage, and fibroblast populations that are enriched in the synovium and retrodiscal tissue (RDT) of TMJs. We revealed cellular dynamics involved in the progression from painful TMJ arthritis to TMJOA, supporting a model of TMJ synovium-driven peripheral sensitization related to pain and bone degeneration. This single-cell atlas provides a comprehensive view of cellular diversities, anatomical position, and dynamics in inflammatory TMJOA associated with pain.

## Results

### Inflammatory TMJOA mouse model.

Inflammation is a well-accepted pathological trigger for joint pain (5, 25). Therefore, we selected inflammatory over surgical models to investigate TMJ degeneration and pain. To establish an inflammatory TMJOA mouse model, we performed intra-articular injection of inflammatory reagent CFA into both sides of the TMJ to induce inflammation. To examine whether CFA could induce degenerative processes in our mouse model, micro-CT imaging was used to analyze bone architecture at 3–4 weeks after CFA intra-articular injection. There was a substantial morphological change in the subchondral bone in CFA groups compared with PBS controls (Figure 1A). CFA-treated TMJ exhibited a substantial reduction in bone volume (bone volume over total volume, BV/TV) and in trabecular thickness (Figure 1, B and D), as well as a robust increase in trabecular space and trabecular number (Figure 1, C and E). Therefore, CFA-injected TMJ displayed bone loss, possibly due to impaired bone-generating osteoblasts or increased bone-resorbing osteoclasts. To investigate cellular mechanisms underlying the bone loss, we used Cathepsin K to label osteoclasts. Our immunohistochemical (IHC) staining showed an increase of Cathepsin K^+^ cells in TMJ subchondral bones in the CFA group compared with controls (Figure 1, J and K). Together, these results showed robust subchondral bone loss because of greater osteoclasts in CFA-injected TMJ.

To further examine the pathologies, we performed H&E staining of the TMJ at 3–4 weeks after CFA intra-articular injection. We focused on the condyle and observed an intact and continuous surface of cartilage; matrix was distributed evenly without deformation in control groups (Figure 1, F and L). However, the top fibrous layer over the articular surface was diminished in CFA-treated TMJ. The continuous surface of subchondral bone in a normal TMJ was also impaired with deformation in CFA-treated TMJ (Figure 1, F and L). We closely examined the anterior and posterior regions of the TMJ and observed inflammation in the soft tissue surrounding TMJ, including synovial hyperplasia and inflammatory cell infiltration in synovial tissue (Figure 1, G–I). We applied Osteoarthritis Research Society International (OARSI) scoring systems and observed a notable increase in OARSI score in CFA-injected TMJ compared with controls (Figure 1, L and M). Together, these results suggest that CFA-induced inflammation resulted in subchondral bone loss, cartilage remodeling, and synovitis in the TMJ, which are consistent with pathological findings in TMJOA.

### Pain behavior and its neural substrate in the TMJOA mouse model.

The CFA-induced inflammatory TMJ arthritis and osteoarthritis models have been used to study TMJ pain mechanisms (5, 25). To investigate whether the CFA intra-articular injection can induce pain symptoms, we measured nociceptive behaviors using bite force and von Frey filament assays. Our von Frey filament test measures the lowest threshold force that could lead to head withdrawal behavior, indicating pain response and hyperalgesia in the orofacial region (Figure 2A). Reduced head withdrawal threshold could be interpreted as joint tenderness and reduced pressure pain threshold presenting in patients with TMJ pain in TMJ arthritis and OA (26, 27). Longitudinal quantification showed that CFA injection significantly lowered the head withdrawal threshold after the filament probing of TMJ regions (Figure 2C). The TMJ is one of the key structures involved in all jaw movement, such as mouth opening/closing, biting, and chewing. The dominant clinical feature of TMD is chewing or mastication-related pain. Consistent with clinical studies, patients with joint pain had lower bite force compared with healthy individuals (27). In addition, reduced bite force in patients with TMJ pain is correlated with their lower pressure pain threshold (27, 28). Therefore, we used bite force measurement to monitor pain behavior and TMJ function (Figure 2B). Longitudinal quantification showed that CFA injection significantly reduced the bite force (Figure 2D), suggesting TMJ pain and impaired joint function. Together with recent studies (29), bite force and von Frey filament assays provide reliable methods for pain behavior assessment; these orthogonal behavior studies verified the pain behaviors in CFA-induced TMJOA mouse models.

To investigate cellular substrates underlying TMJ pain behaviors, we examined nociceptive innervation of TMJs. To this end, we performed retrograde tracing of TMJ-projecting TG neurons. The tdTomato-positive mice were unilaterally injected with retrograde tracer Fast Blue into the TMJ, followed by TG dissection and histological analysis. We detected Fast Blue signals in sensory neuron cell bodies of specific V3 regions of the TG (Figure 2E), which is consistent with the notion that the lower jaw is innervated by V3 neurons in the TG (5). Nociceptive signals are detected in the TMJ and sent to neuron cell bodies (first-order neurons) in the TG, which are immunoreactive for the CGRP (30). CGRP-containing nerve fibers are found in the joint capsules, disc, and synovial membrane of TMJ, with increased levels of CGRP in synovial fluid of human arthritic TMJs correlating with pain (31, 32). Functional studies in animal models suggest that CGRP is necessary and sufficient for TMD pain (33). CGRP is also involved in the peripheral injury and inflammation, resulting in peripheral sensitization and central pain processing (34). IHC staining of the TG showed that there was an increased CGRP^+^ and Iba1^+^ immune reaction in the TG V3 region (Figure 2, F–H), implying an increase in genes or numbers of nociceptive neurons and macrophages in the peripheral nervous system after CFA injection. The first-order TG neurons synapse with second-order neurons in the spinal trigeminal nucleus caudalis (Sp5C) of the brainstem for nociceptive signal transmission to the brain. We used Iba1 to assess microglia morphology and CD68 to monitor microglial activation. IHC staining of Sp5C showed CFA treatment led to increased expression of CD68 and increased numbers of Iba1^+^ microglia (Figure 2, I and K); primary process numbers and length of individual process per microglia were decreased in the CFA group compared with controls (Figure 2, J and L), indicating microglial activation in the Sp5C of CFA-treated mice. Therefore, CFA treatment causes inflammatory sensitization in TMJs and leads to macrophage and microglial activation in the TG and Sp5C, respectively, providing a neuroimmune substrate for orofacial pain mice.

### Anatomic mapping of TMJ nociceptive innervation.

To investigate TMJ innervation, we used thymus cell antigen 1–EGFP (Thy1-EGFP) mice (35) subjected to the clear, unobstructed brain/body imaging cocktails and computational analysis tissue clearing of TMJ, followed by confocal time-lapse imaging analysis. Extensive nerve bundles, fibers, and axonal branches were found in the bone, muscle, synovial tissue, and capsule of the TMJ (Supplemental Figure 1A and Supplemental Video 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.184379DS1). To specifically label nociceptors, we used *Na_v_1.8*-Cre transgenic mice, in which *Na_v_1.8* encodes a voltage-gated sodium channel expressed only in a subset of sensory neurons, of which more than 85% are nociceptors (36). We generated *Na_v_1.8-Cre Ai14* mice, in which tdTomato fluorescently labels nociceptor sensory neurons. Following this, we performed immunolabeling-enabled 3D imaging of solvent-cleared organs (37) of adult mouse TMJs. Confocal time-lapse imaging showed an extensive innervation of the TMJ after 3D reconstruction (Supplemental Figure 1B and Supplemental Video 2). To examine nociceptors at single axonal levels, we focused on individual tissue sections at the central region of the *Na_v_1.8-Cre;Ai14* mouse TMJ. There was extensive nociceptive innervation in the anterior and posterior synovial regions, RDT, and muscle, with relatively less nociceptor detection in bone marrow (Figure 3A and Supplemental Video 3). Sensory receptors can be classified into 2 major groups, including free nerve endings and encapsulated nerves (38). The free nerve ending plexus is found in the synovial regions and RDT, where they likely serve as the nociceptors for pain sensitization in TMJs (Figure 3, A, B, and E). Within the RDT, nociceptors were found adjacent to the articular fat pad (yellow arrowhead, Figure 3D). In the temporomandibular articular disk, the nociceptor density was higher at the periphery and progressively decreased toward the center (Figure 3B). In addition to free nerve endings, we found 2 encapsulated nerve endings, including Ruffini-like receptors and Pacini-like corpuscles (Figure 3, A and C). The Ruffini ending represents small, spindle-shaped, slowly adapting receptors in connective tissues, whereas the Pacinian corpuscle is an onion ball–like structure. Both encapsulated nerve endings contain mechanoreceptors and play crucial functions in joint mechanic pressure (38). Together, these studies reveal the morphology, anatomic distribution, and density of innervating nociceptors of the TMJ (Figure 3H).

To investigate how joint innervation changes in CFA-induced inflammatory TMJOA, we compared control and CFA-induced TMJOA mice. IHC staining of mouse joint sections was carried out using antibodies against pan-neuron marker TUBB3 and CGRP, a marker of sensory afferent activation in the respective tissue during a pain condition (30). In the superior regions including RDT, there was an increase of TMJ innervation in CFA mice compared with control (Figure 3F), as reflected by the significant upregulation of the TUBB3^+^CGRP^+^ double-positive area in CFA mice compared with controls (Figure 3G). In addition, CFA mice exhibited an induced innervation in the anterior and posterior synovial tissue adjacent to the condyle of the TMJ in comparison with controls (Supplemental Figure 1, C–F). We did not notice the robust nerve induction in the temporomandibular bone marrow and the central regions of the articular disc, suggesting that RDT and synovial tissue might be the main articular tissues where pain can be elicited. Together, these results suggest that there is a robust induction of sensory innervation in TMJOA mice, which could be responsible for joint peripheral sensitization leading to pain behavior.

### The scRNA-Seq analysis of major cell types in normal and OA TMJ.

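Single-cell RNA sequencing (scRNA-Seq) reads RNA molecules cell by cell. Each cell is caught in a droplet with a barcode, and each captured molecule carries a unique molecular identifier (UMI), so that UMIs count molecules. The data analysed here were 2 libraries, 1 from TMJs injected with PBS and 1 from TMJs injected with CFA. With 1 library per condition, the differences between them have no replicate check and no p-value was computed. According to the methods, female mice were injected at 8 weeks of age with 10 µL of PBS or of CFA at 5 mg/mL, and joints were collected 3 weeks later (n = 3 in the methods). The condyle, disc, temporal bone, muscle and ligament were digested together, so the cells come from the whole joint region and not from synovium alone. The methods give collagenase P at 1 mg/mL and dispase II at 2 mg/mL for 25 minutes. The sample labels give collagenase I at 3 mg/mL and dispase at 4 mg/mL for 30 minutes. The kit chemistry is version 3.1 in the methods and version 2 in the labels. Cells carrying CD45, a surface protein of immune cells, were depleted with magnetic beads before loading, so the share of immune cells below is that of the depleted suspension and not of the joint.
The authors counted UMIs per gene with Cell Ranger on GRCm38 and deposited the counts without normalization. The PBS library held 7671 barcodes with 51146169 UMIs over 32285 genes, and the CFA library held 5709 barcodes with 53517206 UMIs. Hemoglobin genes took 20.7% of the UMIs of the PBS library and 7.89% of those of the CFA library. The study's limits on cells, at least 500 genes and at most 10% mitochondrial UMIs, had not been applied to these counts and were applied here. SCTransform normalization, integration of both libraries, 200 principal components and a clustering resolution of 1.5 follow the methods. Clusters were named from marker genes listed in advance and are called, for example, endothelial-like. Shares of cells are given with exact (Clopper-Pearson) 95% intervals and sums of UMIs with exact Poisson intervals, both written in parentheses. These intervals cover counting error only, not differences between animals or preparations. For comparisons of shares of cells with a UMI of a gene, each cell was also thinned at random to 1000 UMIs and shallower cells were left out. Free RNA in the suspension puts UMIs of a gene into cells that do not express it, so such shares are set against endothelial-like or Schwann-like cells. Median UMIs per cell were 5193 in endothelial-like and 3920 in Schwann-like cells of the PBS library, and 4149 and 3494 in those of the CFA library.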

To investigate cellular mechanisms underlying the joint degeneration in TMJOA mice, we systematically examined major cell types in the TMJ using the scRNA-Seq approach. The TMJ samples were taken at 3 weeks post–intra-articular inoculation of PBS or CFA from 2-month-old female mice (Figure 4A). The time point corresponds to the stage with confirmed OA pathologies. Female mice were chosen because females are disproportionally affected by TMJ dysfunction, reporting jaw pain at twice the rate of male humans (39). FACS analysis of single-cell suspension revealed around 47.9% immune cells among 79% live cells from CFA-treated joints (Supplemental Figure 2, A and B). To avoid the immune cell dominance, we performed CD45^+^ immune cell reduction after single-cell preparation. To that end, PBS and CFA joint samples contained ~10.9% and ~20.8% immune cells, respectively (Supplemental Figure 2C). 

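After the limits on genes and mitochondrial UMIs, 5845 cells of the PBS library and 4353 cells of the CFA library remained. They held 42983612 and 48368066 UMIs, with a median of 4158 UMIs per cell in the PBS library and 6996 in the CFA library. The median number of genes per cell was 1774 (1740 to 1819) in the PBS library and 2419 (2346 to 2486) in the CFA library. After thinning to 1000 UMIs per cell, which left out 289 PBS and 134 CFA cells, the medians were 668 (666 to 670) and 678 (676 to 680). With every deposited barcode kept, there were 7671 and 5709 cells, with median genes per cell of 1370 and 1881. Leaving out barcodes with over 1% of their UMIs from hemoglobin genes, an alternative chosen after seeing the data, left 2667 PBS and 4014 CFA cells. The median genes per cell were then 2723 and 2516.5, and after thinning 692 and 684, so that the order of the libraries was the opposite.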

Using Seurat 3 R package, we obtained 7,667 cells (median of 2,345 genes per cell) in control and 7,856 cells (median of 3,421 genes per cell) in CFA joints. After unbiased clustering of gene profiles, cell type identity was defined based on the top differentially expressed genes and expression of known cell type marker genes (Figure 4C). 

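Both libraries were clustered together into 49 clusters. A marker counted as detected in a cluster when at least 25% of its cells held a UMI and its level was at least 2-fold that of the other cells, and a name needed at least 3 detected markers. By this rule 36 clusters took 18 names and 13 clusters stayed unnamed. Among the named classes whose shares of cells follow, erythrocyte-like cells (*Hba-a1*, *Car2*, *Slc4a1* and 3 further markers) were the largest of the PBS library, with 890 of 5845 cells, or 15.2%, against 310 of 4353 CFA cells, or 7.12%. Schwann-like cells made up 307 PBS cells (5.25%) and 379 CFA cells (8.71%). Muscle-like cells, which carry the markers *Myh11*, *Acta2* and *Tpm2* shared by vascular smooth muscle and pericytes, made up 182 (3.11%) and 222 (5.10%). Without barcodes over 1% hemoglobin, an alternative chosen after seeing the data, both classes went the other way, with 11.5% of PBS and 9.34% of CFA cells for Schwann-like and 6.82% and 5.51% for muscle-like cells. Muscle-like cells also had the higher share in the PBS library with log-normalized counts merged without integration (12.3% and 5.42%), and with names from folds over both libraries pooled (6.79% and 5.12%), the latter chosen after seeing the data, so the order of the libraries depends on the processing for both. B cell-like cells (*Cd79a*, *Vpreb3*, *Ighm*) made up 218 PBS cells (3.73%) and 151 CFA cells (3.47%). Lymphatic-like cells (*Lyve1*, *Prox1*, *Pdpn*) were few, with 17 PBS cells (0.291%) and 12 CFA cells (0.276%). Further names went to tenocyte-like cells, with 160 and 115 cells, to satellite cell-like cells, with 59 and 89, to progenitor-like cells of the blood lineages, with 235 and 14, and to T or NK cell-like cells, with 18 and 59. Some of these shares depend on the processing as well. The CFA to PBS ratio of the B cell-like share, 0.930 (0.759 to 1.14), was 0.501 (0.416 to 0.604) with log-normalized counts, 0.783 (0.627 to 0.978) with at least 1000 genes per cell and, without barcodes over 1% hemoglobin, 0.475 (0.387 to 0.583), with 7.76% of PBS and 3.69% of CFA cells. The tenocyte-like ratio, 0.965 (0.762 to 1.22), was 0.370 (0.213 to 0.643) with each cell classed on its own, 0.454 (0.258 to 0.801) with a mitochondrial limit of 20%, 0.480 (0.233 to 0.986) with log-normalized counts and 0.481 (0.378 to 0.612) without those barcodes. Without them the lymphatic-like ratio went from 0.948 (0.453 to 1.98) to 0.443 (0.214 to 0.918), and the satellite cell-like ratio from 2.03 (1.46 to 2.81) to 1.06 (0.759 to 1.47). The progenitor-like ratio, 0.0800 (0.0467 to 0.137), was 0.288 (0.220 to 0.378) with 50 principal components. With each cell classed on its own it was 0.597 (0.419 to 0.849). Of the 235 progenitor-like PBS cells, 232 had over 1% hemoglobin UMIs, and no cluster took that name without such barcodes. The erythrocyte-like ratio, 0.468 (0.414 to 0.529), was 0.738 (0.646 to 0.843) with log-normalized counts. Of the 890 erythrocyte-like PBS cells, 359 lay in a cluster with only 2 CFA cells. These PBS cells had medians of 2145 UMIs and 21.3% hemoglobin UMIs. Part of the lower CFA share thus rests on a cluster nearly particular to the PBS library. Of the unnamed clusters, 2 that scored for an immune class and were led by genes of another immune class, and 1 led by endothelial genes, are counted apart. The other 10 held 1623 PBS cells, or 27.8%, and 268 CFA cells, or 6.16%, so shares of named classes have unequal remainders in the libraries.

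**Figure D1:**
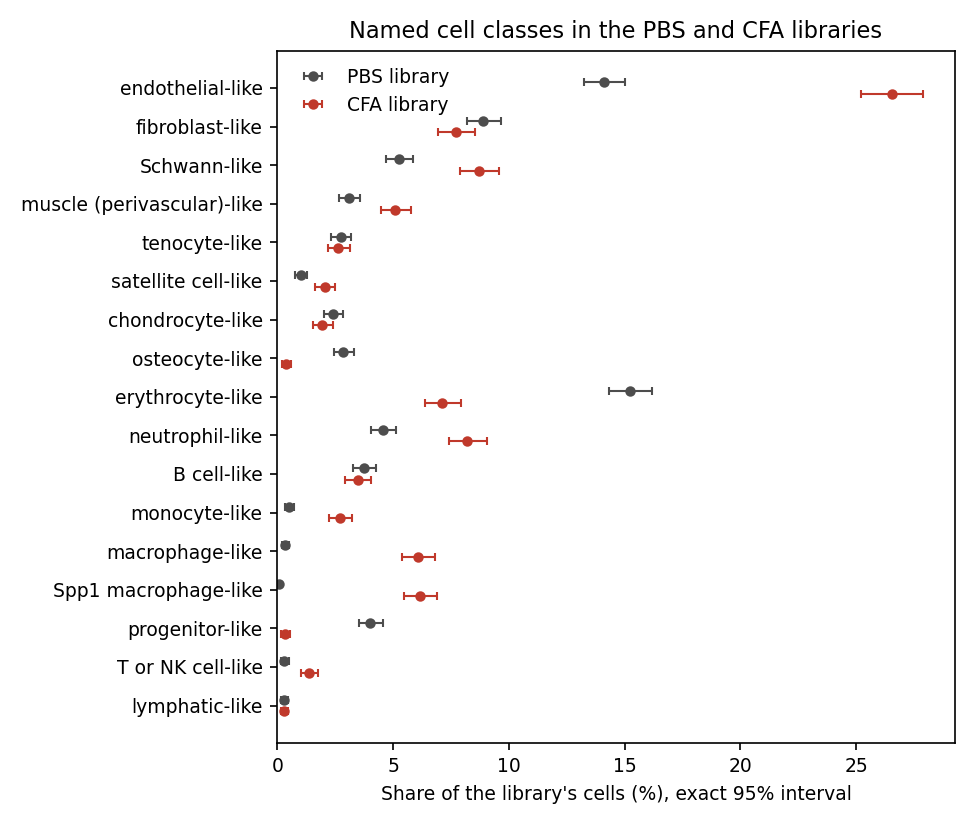
Share of each library's cells in each named class (x axis, %), with the lining fibroblast-like cluster counted among fibroblast-like cells, for the PBS library (gray) and the CFA library (red), with exact 95% intervals that cover counting error only. Erythrocyte-like cells were at 15.2% of the PBS library and 7.12% of the CFA library, with 359 of the PBS cells in a cluster that held 2 CFA cells. Schwann-like cells were at 5.25% and 8.71%, an order that was the opposite without barcodes over 1% hemoglobin.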

We identified 11 primary cell types (Figure 4, B and C), including endothelial cell (*Flt1*, *Kdr*, *Pecam1*), fibroblast (*Dcn*, *Col3a1*, *Igfbp6*), erythrocyte (*Hba-a1*, *Car2*, *Slc4a1*), neutrophil (*S100a8*, *Retnlg*, *Mmp8*), Schwann cell (*Plp1*, *Mbp*, *Mpz*), osteocyte (*Col1a1*, *Bglap*, *Runx2*), B cell (*Cd79a*, *Vpreb3*, *Ighm*), muscle (*Myh11*, *Acta2*, *Tpm2*), chondrocyte (*Col2a1*, *Acan*, *Thbs4*), macrophage (*C1qa*, *C1qb*, *C1qc*), and lymphatic cell (*Lyve1*, *Prox1*, *Pdpn*). These cell clusters and their constituent cell types were relatively well separated (Figure 4B), suggesting that our scRNA-Seq data are of high integrity.

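Of the 13 unnamed clusters, 6 had fewer than 3 detected markers, 6 were led by genes of another class and 1 had few UMIs. In 13 clusters, named and unnamed, over 90% of the cells came from the PBS library, together 2071 PBS and 41 CFA cells. Of these, 6 clusters with 1133 PBS cells were unnamed, and the named ones comprised 2 progenitor-like clusters and 1 each named chondrocyte-like, erythrocyte-like, fibroblast-like, neutrophil-like and osteocyte-like. Such clusters may reflect that library and not a cell type. Outside erythrocyte-like clusters, 2292 of 4955 PBS cells had over 1% of their UMIs from hemoglobin genes, or 46.3% (44.9 to 47.7%), against 29 of 4043 CFA cells, or 0.717% (0.481 to 1.03%). These PBS barcodes held a median of 2386.5 UMIs and 1293.5 genes, and the PBS barcodes at or under 1% held 7028 UMIs and 2727 genes. Doublets were scored with Scrublet in each library but kept, and its automatic threshold marked only 1 of the 5845 PBS and 3 of the 4353 CFA cells, so doublets were not effectively found. From the separation of the clusters in its UMAP, the paper proposes that the data are of high integrity.

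**Figure D2:**
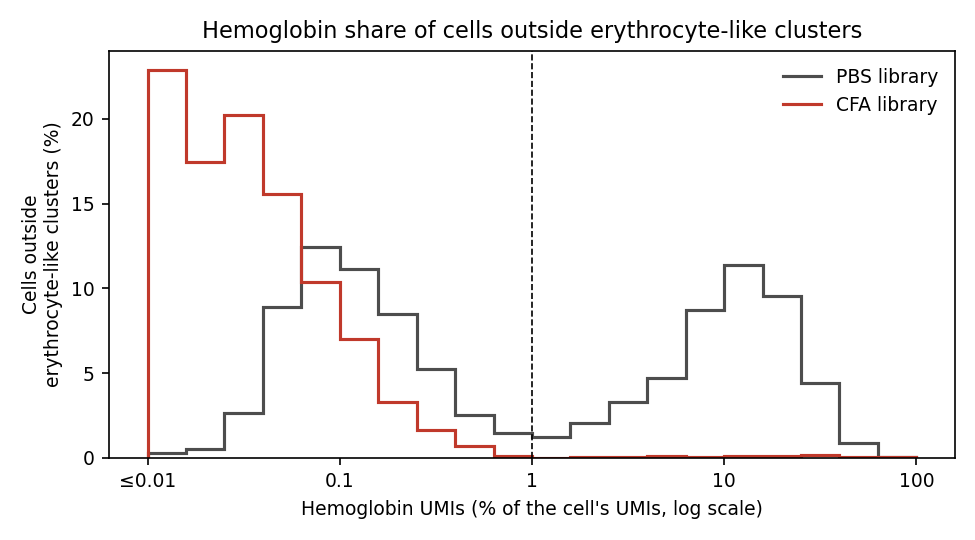
Cells outside erythrocyte-like clusters (y axis, % of such cells in each library) by the share of their UMIs that came from hemoglobin genes (x axis, %, log scale), with the 1% limit dashed. The PBS library (gray) has a second group of cells above 1%, with 46.3% of its cells there, and the CFA library (red) has 0.717%.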

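Endothelial-like clusters were named from *Flt1*, *Kdr*, *Pecam1* and 4 further markers. They held 825 of 5845 PBS cells, or 14.1% (13.2 to 15.0%), and 1155 of 4353 CFA cells, or 26.5% (25.2 to 27.9%), a ratio of CFA to PBS of 1.88 (1.73 to 2.04). Barcodes with over 1% hemoglobin UMIs made up 8.36% of the PBS cells in this class and 84.0% of the PBS cells in the 10 unnamed clusters counted neither as immune cells nor as endothelial cells with few UMIs. When such barcodes were left out before clustering, an alternative chosen after seeing the data, this ratio moved most and changed direction, to 0.901, with endothelial-like shares of 26.4% of PBS cells and 23.8% of CFA cells. A cluster led by endothelial genes stayed unnamed for its few UMIs, under a share of 0.333 of the library's median. It held 43 PBS cells (0.736%) and 91 CFA cells (2.09%), and with it the shares were 14.9% and 28.6%. With both changes made together, the shares were 30.0% and 30.9%, a ratio of 1.03.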

By combining control and CFA samples using Seurat, we observed an increase in the percentage of endothelial cells in the CFA group. Compared with PBS control, the CFA group tended to have a decreased trend in chondrocytes (*Col2a1*, *Acan*) and in osteocytes (*Bglap*, *Dmp1*) in feature plot (Supplemental Figure 2D) as well as bar graph and UMAP analyses (Figure 4, D and E, red arrow), which is consistent with chondrocyte remodeling and bone loss phenotypes in CFA-treated TMJs. In contrast, CFA group had a drastic increase in immune cells (Figure 4, D and E), which is consistent with the FACS analysis (Supplemental Figure 2C). 

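Chondrocyte-like clusters held 141 PBS cells, or 2.41% (2.03 to 2.84%), and 85 CFA cells, or 1.95% (1.56 to 2.41%), a CFA to PBS ratio of 0.809 (0.620 to 1.06). This interval includes 1, as it does, for example, at a resolution of 0.8 (0.895, 0.752 to 1.07), but those of some alternatives lie below it, with 0.739 (0.566 to 0.964) among cells other than erythrocyte-like, 0.457 (0.358 to 0.585) with at least 1000 genes per cell and, chosen after seeing the data, 0.705 (0.533 to 0.933) without the 5% of cells with the highest doublet scores. Osteocyte-like clusters held 166 PBS cells, or 2.84% (2.43 to 3.3%), and 16 CFA cells, or 0.368% (0.210 to 0.596%), a ratio of 0.129 (0.0776 to 0.216). Of the PBS cells, 84 of the chondrocyte-like (59.6%) and 156 of the osteocyte-like (94.0%) had over 1% hemoglobin UMIs. With such barcodes left out before clustering, which was chosen after seeing the data, the chondrocyte-like ratio was 0.657 (0.489 to 0.883) and the osteocyte-like ratio 0.532. With each cell classed on its own by its detected markers, the osteocyte-like ratio was 0.634 (0.357 to 1.13), which includes 1. The genes of the feature plots were also counted over all cells of each library. *Col2a1*, on chromosome 15 of GRCm38 from 97975602 to 98004695, encodes type II collagen. It had a UMI in 13.6% of PBS and 8.32% of CFA cells and, after thinning, in 6.43% (5.79 to 7.10%) and 2.49% (2.04 to 3.00%). Its CPM went the other way, 464.5 in the PBS and 621.5 in the CFA library, so no order is read from these shares. After thinning, 0.998% of PBS and 2.60% of CFA endothelial-like cells, which should lack it, held a *Col2a1* UMI. *Acan*, the aggrecan gene on chromosome 7 from 79053483 to 79115099, had 103.8 and 99.7 CPM. A UMI was found in 8.74% of PBS and 4.80% of CFA cells. After thinning, the shares were 3.94% (3.45 to 4.49%) and 2.04% (1.63 to 2.51%), against 0.125% and 0.358% of endothelial-like cells. Over barcodes at or under 1% hemoglobin, the thinned shares were 2.76% (2.16 to 3.46%) and 2.16% (1.73 to 2.67%), and these intervals overlap.
*Bglap*, which encodes osteocalcin and lies on chromosome 3 from 88383501 to 88384464, fell from 945.3 to 328.7 CPM. Cells with a UMI made up 24.7% of the PBS and 6.78% of the CFA library, and after thinning 10.5% (9.73 to 11.4%) and 1.56% (1.21 to 1.99%). *Bglap* UMIs also appeared after thinning in 6.29% of PBS and 0.546% of CFA Schwann-like cells, so part of the PBS share is background. Over barcodes at or under 1% hemoglobin, the values were 882.4 and 357.4 CPM. The thinned shares were then 4.86% (4.07 to 5.76%) and 1.67% (1.29 to 2.13%). *Dmp1*, on chromosome 5 from 104202613 to 104214102, was rare, with 7.14 CPM in the PBS and 1.18 in the CFA library. It was detected in 98 PBS cells (1.68%) and 12 CFA cells (0.276%), and after thinning in 23 (0.414%, 0.263 to 0.621%) and 3 (0.0711%, 0.0147 to 0.208%). Among endothelial-like cells, 4 of 825 in the PBS library (0.485%) and 0 of 1155 in the CFA library, which allows up to 0.260%, held a *Dmp1* UMI.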

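Immune cells were counted as all neutrophil-, B cell-, T or NK cell-, monocyte-, macrophage-, Spp1 macrophage- and progenitor-like clusters, plus unnamed clusters that scored for an immune class and were led by genes of another (121 PBS and 44 CFA cells). Together they held 912 of the PBS cells, or 15.6% (14.7 to 16.6%), and 1275 of the CFA cells, or 29.3% (27.9 to 30.7%). The CFA to PBS ratio was 1.88 (1.74 to 2.02). It stayed above 1 under each alternative for which it was computed. The ratio ran from 1.33 at a clustering resolution of 0.8 to 3.18 when each cell was classed on its own by its detected markers. With erythrocyte-like cells left out of the denominator, it was 1.71. An unnamed cluster of 215 PBS cells and 1 CFA cell had most of the muscle markers detected but was led by the neutrophil genes *Ngp* and *Ltf*, and was not counted. When unnamed clusters were counted by their leading genes, an alternative chosen after seeing the data, the shares were 19.3% and 29.3%, a ratio of 1.52. The paper sets the lower shares of chondrocytes and osteocytes beside the chondrocyte remodeling and bone loss of the CFA-treated TMJ, and the higher share of immune cells beside its flow cytometry (Supplemental Figure 2C).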

The monocytes (*Ccr2*), macrophages (*C1qa*), and osteoclasts (*Acp5*) were in a relatively close position but had clear separation in UMAP analysis and feature plots (Figure 4, D and F). 

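The genes of the feature plots are among the markers that defined these classes, so their levels describe the classes. In the CFA library, *Ccr2*, a chemokine receptor gene on chromosome 9 of GRCm38 from 124101950 to 124113557, had a UMI in 117 of 118 monocyte-like cells, or 99.2% (95.4 to 100%), in 121 of 264 macrophage-like cells (45.8%) and in 31 of 268 cells of the Spp1 macrophage-like class (11.6%). After thinning, these shares were 51.7%, 16.7% and 1.49%, and 0.0895% of endothelial-like cells held a *Ccr2* UMI. *C1qa*, a complement gene on chromosome 4 from 136895917 to 136898803, was detected in 218 macrophage-like cells, or 82.6% (77.5 to 87.0%), in 15 monocyte-like cells (12.7%) and in 147 Spp1 macrophage-like cells (54.9%). The thinned *C1qa* shares were 64.4% of macrophage-like and 15.3% of Spp1 macrophage-like cells, against 1.34% of endothelial-like cells. *Acp5*, which encodes tartrate-resistant acid phosphatase and lies on chromosome 9 from 22126727 to 22135711, was found in 253 Spp1 macrophage-like cells, or 94.4% (90.9 to 96.8%), in 124 macrophage-like cells (47.0%) and in 14 monocyte-like cells (11.9%). Thinned, the *Acp5* shares were 31.0%, 10.2% and 0.847%, and 0.179% in endothelial-like cells. The classes differed in depth, with medians of 14943 UMIs per monocyte-like, 13148 per macrophage-like and 30707 per Spp1 macrophage-like cell. No cell was left out of these classes in thinning.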

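Monocyte-like cells rose from 30 PBS cells, or 0.513% (0.347 to 0.732%), to 118 CFA cells, or 2.71% (2.25 to 3.24%), a ratio of 5.28 (3.54 to 7.87). At a clustering resolution of 0.8, monocyte-like cells made up 3.05% and 3.08%, a ratio of 1.01 (0.811 to 1.26), so no increase was found there. Macrophage-like cells rose from 20 PBS cells, or 0.342% (0.209 to 0.528%), to 264 CFA cells, or 6.06% (5.37 to 6.82%), a ratio of 17.7 (11.3 to 27.9). No cluster was named osteoclast-like in the clustering of all cells. The cluster with most *Acp5* carried more markers of *Spp1*-expressing macrophages than of osteoclasts and was named Spp1 macrophage-like. It held 4 PBS cells, or 0.0684% (0.0186 to 0.175%), and 268 CFA cells, or 6.16% (5.46 to 6.91%), a ratio of 90.0 (33.5 to 241). With at least 1000 genes per cell the ratio was 310 (43.5 to 2205). Of the alternatives chosen after seeing the data, removal of the highest doublet scores gave 14.3 (9.44 to 21.7). Leaving out barcodes over 1% hemoglobin gave 180 (25.3 to 1282). No cluster took this name at a resolution of 0.8 or with log-normalized counts. With nearly all of its cells in the CFA library, the cluster may be particular to that library. The small PBS counts, 54 cells in these classes together, limit the precision of each ratio.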

Importantly, these 3 types of immune cells were robustly increased in CFA group compared with controls, which is consistent with inflammation and synovitis phenotypes in TMJOA mice. Our scRNA-Seq identified major cell types in the TMJ and revealed their dynamic changes in TMJ arthritis with pain.

### Vascular endothelial cell heterogeneity and increased neurovascular coupling in TMJOA.

Angiogenesis is increased during the development of knee OA and leads to ossification in osteophytes and in deep layers of articular cartilage (40). Angiogenesis potentially contributes to structural damage and pain in knee OA (40). Although developmental origin, structural, and functional differences between knee and temporomandibular joints have been noted (41, 42), the vasculature heterogeneity in the TMJ remains poorly understood. To investigate vascular endothelial tissues in our joint dissections, we reclustered the endothelial populations and obtained 3 major cell types present in TMJs (Figure 5A). 

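The 825 PBS and 1155 CFA endothelial-like cells were reclustered on 30 principal components at a resolution of 0.3, settings that the paper's text does not give for this step. Clusters carrying the markers of the paper's types were found. Car4 capillary-like cells (*Car4*, *Aqp1*, *Lpl*) made up 235 PBS cells, or 28.5% (25.4 to 31.7%), and 292 CFA cells, or 25.3% (22.8 to 27.9%). MacroEC-like cells (*Gja5*, *Fbln5*, *Alpl*) made up 153, or 18.5% (15.9 to 21.4%), and 220, or 19.0% (16.8 to 21.4%). Plvap capillary-like cells (*Plvap*, *Aplnr*, *Vcam1*) made up 132, or 16.0% (13.6 to 18.7%), and 169, or 14.6% (12.6 to 16.8%). The CFA to PBS ratios of these shares, 0.888 (0.766 to 1.03), 1.03 (0.853 to 1.24) and 0.915 (0.742 to 1.13), each include 1. The Plvap capillary-like ratio was the one that moved most. It was 1.44 (1.12 to 1.85) after Scrublet's few doublets were removed, 1.40 (1.09 to 1.8) at a resolution of 0.6 and 1.34 (1.04 to 1.72) without barcodes over 1% hemoglobin, an alternative chosen after seeing the data. These intervals lie above 1, so the direction depends on the processing. Without those barcodes the Car4 capillary-like ratio was 0.810 (0.700 to 0.939), below 1. Under the first 2 of these, 52 PBS and 8 CFA cells led by *Acta2* and *Myh11* formed a cluster of their own. Genes leading the Plvap capillary-like cluster include *Ubd*, found in 88 of the 1155 CFA endothelial-like cells, whose level differs between the libraries, so its size is not independent of that difference. A further 305 PBS cells, or 37.0% (33.7 to 40.4%), and 474 CFA cells, or 41.0% (38.2 to 43.9%), carried too few detected markers of any of these types to be named.

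**Figure D3:**
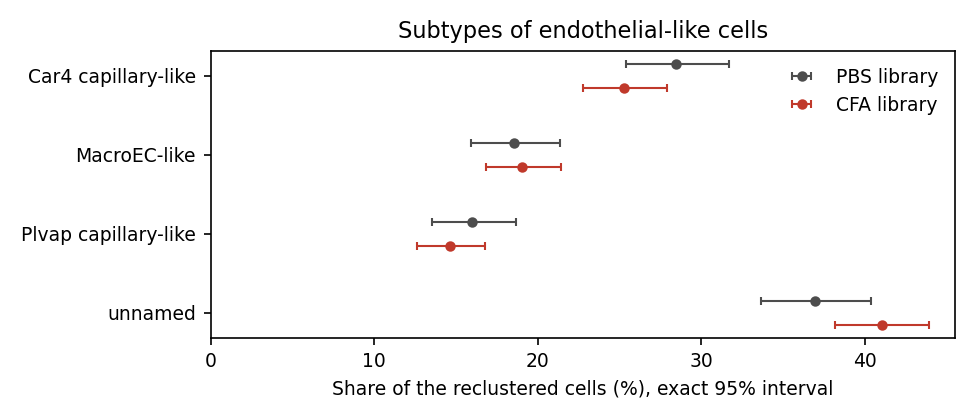
Share of the reclustered endothelial-like cells (x axis, %) in each subtype for the PBS library (gray) and the CFA library (red), with exact 95% intervals that cover counting error only. The intervals of the libraries overlap for each type, for example 28.5% and 25.3% for Car4 capillary-like cells.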

Analysis of enriched genes for each cluster allowed us to assign potential identities to each type, including 1 macrovascular endothelial cell (MacroEC marked by *Gja5*, *Fbln5*, *Alpl*) and 2 capillary endothelial cells (cECs). We named Car4 cEC since Carbonic anhydrase 4 (*Car4*) is its most specific marker, along with *Aqp1* and *Lpl*. The remaining cECs express Plasmalemma vesicle-associated protein (*Plvap*) and are named Plvap cECs (*Plvap*, *Aplnr*, *Vcam1*) (Figure 5, B and C). 

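*Mki67* encodes the proliferation marker Ki-67 and lies on chromosome 7 of GRCm38 from 135689784 to 135716361. In the PBS library, 25 of 132 Plvap capillary-like cells held an *Mki67* UMI, or 18.9% (12.6 to 26.7%), against 14 of 235 Car4 capillary-like (5.96%), 10 of 153 MacroEC-like (6.54%) and 18 of 305 unnamed endothelial-like cells (5.90%). In the CFA library the counts were 8 of 169 (4.73%, 2.07 to 9.11%), 5 of 292 (1.71%), 2 of 220 (0.909%) and 12 of 474 (2.53%). After thinning, which left out 5 PBS and 1 CFA cells of the Plvap type, 7 of 127 PBS (5.51%, 2.24 to 11.0%) and 1 of 168 CFA Plvap capillary-like cells (0.595%) had one. Thinned shares in Car4 capillary-like cells were 2.13% and 1.03%, and those in Schwann-like cells 0.662% and 0.546%. The thinned share of Plvap capillary-like cells over that of the other endothelial-like cells was 2.07 (0.881 to 4.85) in the PBS and 1.13 (0.133 to 9.61) in the CFA library, both including 1. Thinned to 2000 UMIs, the PBS ratio was 3.87 (1.97 to 7.61) and, without the highest doublet scores (chosen after seeing the data), 4.54 (1.68 to 12.3) at 1000 UMIs, while the CFA ratio at 2000 UMIs was 1.24 (0.355 to 4.36), not detectable at this depth. In CPM, the PBS Plvap capillary-like cells had 35.3, fewer than Car4 capillary-like (63.6) and MacroEC-like cells (48.1), so no order of the types is read from the shares in that library. Values in the CFA library were 31.7, 19.2 and 1.45. Median UMIs per cell were 6387.5 in PBS and 11795 in CFA Plvap capillary-like cells, 6438 and 4211.5 in Car4 capillary-like cells, and 5681 and 4797 in MacroEC-like cells.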

Plvap-expressing ECs include Mki67-expressing proliferative ECs (Figure 5F) and support the possibility that Car4 cEC originates from Plvap cEC. Immunostaining revealed the enriched localization of Car4 cECs and Plvap cECs in the anterior and posterior synovial tissues, as well as in the RDT regions of the TMJ (Figure 5D). Interestingly, these 2 capillary ECs are mosaics with intermingled distribution in RDT (Figure 5E). Together, these data provide an overview of the cellular heterogeneity, distribution, and organization of endothelial cells in the TMJ.

To investigate the change of angiogenesis during TMJ arthritis, we used CD31 (also known as PECAM-1) pan–endothelial cell marker to label all endothelial cells. Blood vessels and sensory nerves are often coupled, and sensory nerves are reported to grow along new blood vessels in knee OA joints (40). Therefore, we used TUBB3 to label neurons in conjunction with CD31-positive blood vessels. We performed IHC staining of sagittal TMJ sections and found neurovascular coupling enriched in the anterior, posterior, and superior regions, as well as in the subchondral bone marrow area of the TMJ (Figure 5G). The neurovascular regions were rarely found in the central regions of articular disk or cartilage but were progressively enriched in the peripheral regions with intermingled distribution in the RDT and capsule regions (Figure 5G). There were no notable changes of neurovascular structure in the subchondral bones between control and CFA groups. In contrast, CFA mice exhibited a significant increase in the TUBB3- and CD31-immune reacting area compared with controls in the examined regions, including anterior, posterior, and superior parts of the TMJ (Figure 5, G–K). Together, these results suggest an increase in blood vessels coupled with sensory innervation in inflammatory joint tissue during TMJOA.

### Synovial fibroblast heterogeneity and anatomic structure in normal and OA TMJ.

The synovial membrane is an important structure covering the inner surface of the joint capsule. It functions in the production, secretion, and resorption of synovial fluids. In patients, experiencing TMJ pain is often associated with inflammation in the synovial membrane and underneath the synovium, leading to synovitis (43). In rheumatoid arthritis (RA), the synovial tissue in knee joints undergoes profound hyperplasia, becomes inflamed and invasive, and damages adjacent cartilage and bone (44). 

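In the clustering of all cells, fibroblast-like clusters (*Dcn*, *Col3a1*, *Igfbp6*), with a lining fibroblast-like cluster of 33 PBS and 8 CFA cells among them, held 520 PBS cells, or 8.90% (8.18 to 9.66%), and 336 CFA cells, or 7.72% (6.94 to 8.55%), a CFA to PBS ratio of 0.868 (0.761 to 0.990). The interval included 1 at a resolution of 0.8 (0.965, 0.849 to 1.10), with log-normalized counts (0.943, 0.830 to 1.07) and among cells other than erythrocyte-like and immune (0.944, 0.830 to 1.07). It lay farther below 1 with each cell classed on its own (0.586, 0.537 to 0.640) and, among alternatives chosen after seeing the data, without barcodes over 1% hemoglobin (0.499, 0.441 to 0.565), with unnamed clusters counted by their leading genes (0.677) and with pooled names (0.682). The 0.677 adds a cluster of 146 PBS and 0 CFA cells for its *Prg4*. That cluster was also led by *Ccl5*, *Cxcl9* and *Bpgm*, with a median of 18.1% hemoglobin UMIs, so whether its cells are fibroblasts is doubtful. The fibroblast-like and the muscle-like cells, 702 PBS and 558 CFA cells in all, were reclustered together with the settings used for the endothelial cells. Cells named lining-like (*Prg4*, *Col22a1*, *Gpr1*) made up 34 PBS cells, or 4.84% (3.38 to 6.70%), and 8 CFA cells, or 1.43% (0.621 to 2.81%), a ratio of 0.296 (0.138 to 0.634). With the subtype markers left out of the clustering, 82 PBS cells (11.7%) and 12 CFA cells (2.15%) were lining-like, a ratio of 0.184 (0.101 to 0.334). An unnamed subcluster of 45 PBS and 3 CFA cells, led by erythrocyte genes, was no longer separate there. The added lining-like cells may thus be those barcodes. Sublining-like cells (*Thy1*, *Col1a1*, *Col1a2*) made up 294, or 41.9% (38.2 to 45.6%), and 212, or 38.0% (33.9 to 42.2%), with a ratio of 0.907 (0.791 to 1.04), which includes 1. The sublining-like ratio was 1.05 (0.893 to 1.23) at a resolution of 0.6. Without barcodes over 1% hemoglobin (chosen after seeing the data) it was 1.29 (0.853 to 1.94), but over only 40 PBS cells (6.34%) and 45 CFA cells (8.15%), so it is not a ratio of the same cells. Both intervals include 1. Perivascular-like cells (*Notch3*, *Myh11*, *Myl9*) made up 158, or 22.5% (19.5 to 25.8%), and 211, or 37.8% (33.8 to 42.0%), a ratio of 1.68 (1.41 to 2.00). The remaining 216 PBS cells (30.8%) and 127 CFA cells (22.8%) stayed unnamed. A cluster of 113 PBS and 2 CFA cells was led by *Rgs5*, *Vtn* and *Kcnj8*, stayed unnamed among all cells and was not reclustered. Its PBS cells had a median of 13.0% hemoglobin UMIs. The perivascular-like shares leave it out, and the order of the libraries for muscle-like cells depends on the processing, so no rise of perivascular-like cells is established.

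**Figure D4:**
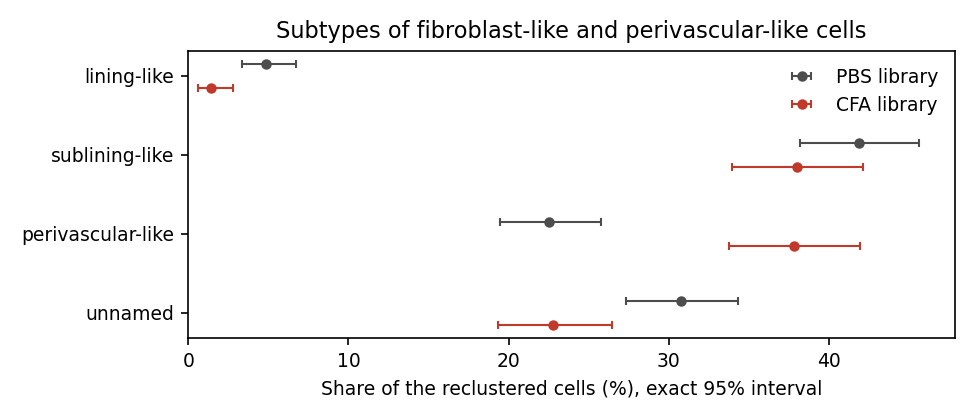
Share of the reclustered fibroblast-like and perivascular-like cells (x axis, %) in each subtype for the PBS library (gray) and the CFA library (red), with exact 95% intervals that cover counting error only. Lining-like cells are at 4.84% and 1.43%, and perivascular-like cells at 22.5% and 37.8%. An unnamed cluster of 113 PBS and 2 CFA cells led by *Rgs5*, *Vtn* and *Kcnj8* was not reclustered and is not drawn.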

To determine fibroblast heterogeneity in TMJs, we reclustered the fibroblast populations and obtained 3 major cell types present in the TMJ (Figure 6A). Analysis of enriched genes for each cluster allowed us to assign potential identities to each type, including 1 lining fibroblast (*Prg4*, *Col22a1*, *Gpr1*), 1 sublining fibroblast (*Thy1*, *Col1a1*, *Col1a2*), and 1 perivascular fibroblast (*Notch3*, *Myh11*, *Myl9*) (Figure 6, A–C). We named Prg4 lining fibroblasts because they line up along the surface of articular disc and synovial tissues in the TMJ (Figure 6D) and specifically expressed *Prg4*, encoding lubricin that is also known as Prg4 (Figure 6, B, C, and I). 

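*Prg4* lies on chromosome 1 of GRCm38 from 150449412 to 150466165 and is 1 of the markers from which the lining-like cells were named, so its level there is part of the definition. Its levels in CPM were 27047 in PBS and 22399 in CFA lining-like cells. Sublining-like cells had 958.6 and 1709, and perivascular-like cells 16.8 and 50.7. A *Prg4* UMI was found in 33 of 34 PBS (97.1%) and 8 of 8 CFA lining-like cells, in 56.5% and 79.2% of sublining-like cells, and in 6.33% and 3.32% of perivascular-like cells. After thinning, the shares were 94.1% of the PBS lining-like cells and 8 of 8 in the CFA library, 30.3% (25.1 to 35.9%) and 46.2% (39.4 to 53.2%) of sublining-like cells, and 1.90% and 0.971% of perivascular-like cells, of which 5 CFA cells were left out. Schwann-like cells, which should lack it, had *Prg4* in 3.64% of PBS and 1.37% of CFA cells after thinning, so the sublining-like shares lie above this background and the perivascular-like shares do not. Median UMIs per cell were 17371.5 and 23153 in lining-like, 13131.5 and 16485 in sublining-like, and 8136 and 8830 in perivascular-like cells.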

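*Thy1*, on chromosome 9 of GRCm38 from 44043384 to 44048579, is likewise a marker by which the sublining-like cells were named. Sublining-like cells had 139.7 *Thy1* CPM in the PBS and 61.2 in the CFA library. The levels were 80.1 and 46.3 in perivascular-like and 9.90 and 56.4 in lining-like cells. A *Thy1* UMI was detected in 179 of 294 PBS sublining-like cells, or 60.9% (55.0 to 66.5%), and in 92 of 212 CFA cells, or 43.4% (36.6 to 50.4%), against 2 of 34 PBS (5.88%) and 2 of 8 CFA lining-like cells (25.0%) and 33.5% and 26.5% of perivascular-like cells. After thinning, 15.6% (11.7 to 20.3%) of PBS and 6.13% (3.31 to 10.3%) of CFA sublining-like cells and 6.96% and 5.34% of perivascular-like cells held one. Of the Schwann-like cells, 0 of 307 in the PBS library, which allows up to 0.977%, and 2 of 379 in the CFA library (0.528%) had a *Thy1* UMI. With 8 lining-like cells in the CFA library, the difference between lining-like and sublining-like cells was not detectable there.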

Thy1 sublining fibroblasts are named because they are located in the synovial sublining underneath Prg4 lining fibroblasts (Figure 6D) and have enriched expression of *Thy1* encoding CD90 (Figure 6I). UMAP analysis showed that Notch3 fibroblasts had a distinct location separated from lining and sublining fibroblasts and coexpressed *Acta2* (α-SMA) and *Myh11* (Figure 6I), which represent perivascular fibroblasts.

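*Notch3* (chromosome 17 of GRCm38, 32120820 to 32166852), *Acta2* (chromosome 19, 34241090 to 34255590) and *Myh11* (chromosome 16, 14194535 to 14291372) are all among the markers of the perivascular-like cells. *Notch3* was detected in 152 of 158 PBS (96.2%) and 200 of 211 CFA perivascular-like cells (94.8%). Of these *Notch3*-positive cells, *Acta2* was detected in 134 of 152, or 88.2% (81.9 to 92.8%), and in 179 of 200, or 89.5% (84.4 to 93.4%). *Myh11* was detected in 141 of them in the PBS library (92.8%) and in 196 in the CFA library (98.0%). After thinning, 74 PBS and 119 CFA cells still held a *Notch3* UMI, of which 87.8% and 82.4% had *Acta2* and 83.8% and 88.2% had *Myh11*. In sublining-like cells, *Acta2* was found in 15.3% of PBS and 13.7% of CFA cells, and *Notch3* in 7 PBS and 6 CFA cells. Schwann-like cells had *Acta2* in 8.47% and 5.28% of cells and *Myh11* in 0.977% and 1.85%. From this coexpression and the separate place of these cells in its UMAP, the paper states that they represent perivascular fibroblasts.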

To examine synovial fibroblast dynamics during TMJOA, we performed RNAscope on TMJ sections at 3 weeks postinoculation of CFA or PBS. Prg4 lining fibroblasts had a distinct anatomic distribution at the surface of the articular disk and synovial tissues, whereas Prg4-immune reacting cells were significantly reduced at the anterior, posterior, and superior regions of joints (Figure 6, D–H). Prg4 produces lubricin and plays essential roles in boundary lubrication and joint function (45). Therefore, Prg4 lining fibroblast reduction is consistent with the cartilage remodeling and impaired TMJ function found in our CFA mice. Previous studies from knee RA suggest that Thy1 sublining fibroblasts undergo major expansion and drive the pathogenesis of joint inflammation and degeneration (44, 46). Similar to findings in knee RA, Thy1 fibroblasts were drastically increased at the anterior, posterior, and superior synovial tissue regions of the TMJ in CFA mice compared with controls (Figure 6, D–H). These expanded sublining fibroblasts can produce inflammatory cytokines, chemokines, growth factors, and neuropeptides, which likely contribute to the joint inflammation and peripheral sensitization in our painful TMJOA mice. Together (Figure 6J), our findings describe anatomically, molecularly, and functionally distinct fibroblast subsets that are dynamically changed in CFA inflammatory TMJOA with pain.

### Immune cell heterogeneity and anatomic position in TMJOA.

Inflammation is a well-accepted pathological factor for TMJOA with pain (44). To investigate the cellular basis of CFA-induced TMJ synovitis, we reclustered the immune cell populations and focused on neutrophils and 3 major macrophage-related cell subclusters, including macrophages, monocytes, and osteoclasts (Figure 7A). 

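Monocyte-, macrophage- and Spp1 macrophage-like cells, 54 from the PBS and 650 from the CFA library, were reclustered with the settings used for the endothelial cells and gave 4 subclusters, numbered from 0. Subcluster 0 was osteoclast-like, with 6 of 8 osteoclast markers detected, and consisted mostly of cells named Spp1 macrophage-like in the clustering of all cells, so both names have detected markers. It held 4 PBS cells and 267 CFA cells, 41.1% (37.3 to 45.0%) of the CFA cells reclustered. Subcluster 1 was macrophage-like, with 13 PBS and 237 CFA cells (36.5%, 32.8 to 40.3%). Subcluster 2, with 24 and 97 cells, carried monocyte markers but was led by neutrophil genes, and subcluster 3, with 13 and 49 cells, was led by genes of blood progenitors such as *Elane* and *Mpo*, so both stayed unnamed. At a resolution of 0.6, 21 PBS and 72 CFA cells formed a monocyte-like subcluster. The monocyte gene *Ccr2* was detected in 11.2% (7.71 to 15.7%) of the CFA cells of subcluster 0, 46.4% (39.9 to 53.0%) of subcluster 1, 83.5% (74.6 to 90.3%) of subcluster 2 and 98.0% (89.1 to 99.9%) of subcluster 3. For the complement gene *C1qa* these shares were 54.7%, 83.5%, 30.9% and 12.2%, and for *Acp5* 94.4%, 46.8%, 24.7% and 8.16%. In endothelial-like CFA cells, *Ccr2* was found in 0.346%, *C1qa* in 5.63% and *Acp5* in 1.56%. *Ctsk*, on chromosome 3 of GRCm38 from 95499256 to 95509362, was found in 149 of 267 cells of subcluster 0 (55.8%) at 90.3 CPM, below the fibroblast-like cells, with 75.0% of cells and 396.5 CPM. *Ctsd*, on chromosome 7 from 142375911 to 142388038, was found in each of the 267 cells, and after thinning in 89.5% of them, 63.7% of subcluster 1 and 16.7% of endothelial-like cells. Median UMIs per CFA cell were 30644, 12688, 13686 and 23881 in subclusters 0 to 3.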

Analysis of enriched genes for each cluster allowed us to define macrophages (*C1qa*, *C1qb*, *C1qc*), macrophage precursor monocytes (*Ccr2*, *Ly6c2*, *Ctsg*), and macrophage-derived osteoclasts (*Acp5*, *Ctsk*, *Ctsd*) (Figure 7, A–D). We focused on neutrophils and macrophages because feature plots showed that these cells were mostly expanded in CFA mice compared with controls, including Ly6b neutrophils (Figure 7E) and 3 populations of macrophage-related cells (Figure 7C). 

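Neutrophil-like clusters (*S100a8*, *Retnlg*, *Mmp8*) held 266 PBS cells, or 4.55% (4.03 to 5.12%), and 357 CFA cells, or 8.20% (7.40 to 9.06%), a CFA to PBS ratio of 1.8 (1.55 to 2.10). The direction of this ratio depended on the clustering and on the naming of clusters. It was 0.765 at a resolution of 0.8 and 0.573 with log-normalized counts merged without integration, and the interval included 1 with 50 principal components (1.05, 0.924 to 1.20) and with at least 1000 genes per cell (1.09, 0.929 to 1.28). With each cell classed on its own it was 3.16. Of the alternatives chosen after seeing the data, naming by pooled folds gave 4.91, leaving out barcodes over 1% hemoglobin before clustering gave 3.19, and counting unnamed clusters by their leading genes, which adds 2 clusters led by neutrophil genes, gave 564 PBS cells (9.65%) and 358 CFA cells (8.22%), a ratio of 0.852. Of the PBS neutrophil-like cells, 199 had over 1% hemoglobin UMIs (74.8%), against 4 of those of the CFA library (1.12%). The 3 macrophage-related groups together held 650 CFA cells and 54 PBS cells. The macrophage-like ratio was above 1 under each alternative that gave a value, and at a resolution of 0.8 and with log-normalized counts no cluster was named macrophage-like. The monocyte-like increase was not found at a resolution of 0.8. The paper states that it focused on neutrophils and macrophages because the feature plots showed them to be the most expanded cells.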

We performed IHC staining of TMJs using Iba1 to label macrophages and Ly6b to label neutrophils. These studies verified a significant increase in the Iba1-positive macrophages and Ly6b-positive neutrophils in the anterior, posterior, and superior synovial tissues in CFA mice compared with controls (Figure 7, F–I).

To examine macrophage status, we used CD68 to monitor macrophage activation and found that these Iba1-positive macrophages were in an activation state. Importantly, there was a substantial increase in Iba1^+^CD68^+^ double-positive cells at the anterior and posterior synovium, as well as the RDT, of CFA mice compared with controls (Supplemental Figure 3, A–E), suggesting macrophage activation. The macrophages have been generally categorized into inflammatory M1 macrophages marked by the expression of *Il1β* and *Tnfα* or antiinflammatory M2 macrophages expressing *Arg1*, *Tgfb1*, and *Il4*. 

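In CFA myeloid cells the cytokine genes were read by subcluster, where subcluster 0 is the osteoclast-like (or Spp1 macrophage-like) one, subcluster 1 the macrophage-like one, and subclusters 2 and 3 carry monocyte markers. *Il1b*, on chromosome 2 of GRCm38 from 129364570 to 129371139, was found after thinning in 46.8% (40.7 to 53.0%), 57.0% (50.4 to 63.4%), 69.1% (58.9 to 78.1%) and 34.7% (21.7 to 49.6%) of the cells of subclusters 0 to 3, against 2.86% of endothelial-like and 2.46% of Schwann-like cells. Before thinning, these shares were 82.4%, 81.4%, 94.8% and 71.4%, against 10.3% of endothelial-like cells. *Tnf*, on chromosome 17 from 35199381 to 35202007, was found after thinning in 10.9%, 15.6%, 14.4% and 8.16% of the cells, against 3 of 1117 endothelial-like cells (0.269%), and before thinning in 70.4%, 68.4%, 68.0% and 65.3%. *Tgfb1*, on chromosome 7 from 25687002 to 25705077, was found after thinning in 20.6%, 17.7%, 14.4% and 18.4%, against 8.59% of endothelial-like and 1.37% of Schwann-like cells, and before thinning in 94.8%, 76.8%, 74.2% and 100%. Taken over all 650 myeloid cells, the thinned share was 18.5 times (13.0 to 26.2) that of endothelial-like cells for *Il1b*, 48.1 times (15.3 to 152) for *Tnf* and 2.15 times (1.67 to 2.76) for *Tgfb1*. In subcluster 2 the *Tgfb1* share was 1.68 times (0.997 to 2.83) that of endothelial-like cells, not distinguishable from it, and 2.37 times (1.73 to 3.25) when thinned to 2000 UMIs. Thinning left out 38 endothelial-like, 13 Schwann-like and 0 myeloid cells. *Arg1* was uneven, at 28.8%, 14.3% and 7.22% of the thinned cells of subclusters 0 to 2 and 0 of 49 in subcluster 3, against 0.895% of endothelial-like cells. *Il4* had a UMI in 2 of 650 myeloid cells (0.308%) and in none after thinning. Neutrophil-like CFA cells had *Il1b* in 62.5% of thinned cells.

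**Figure D5:**
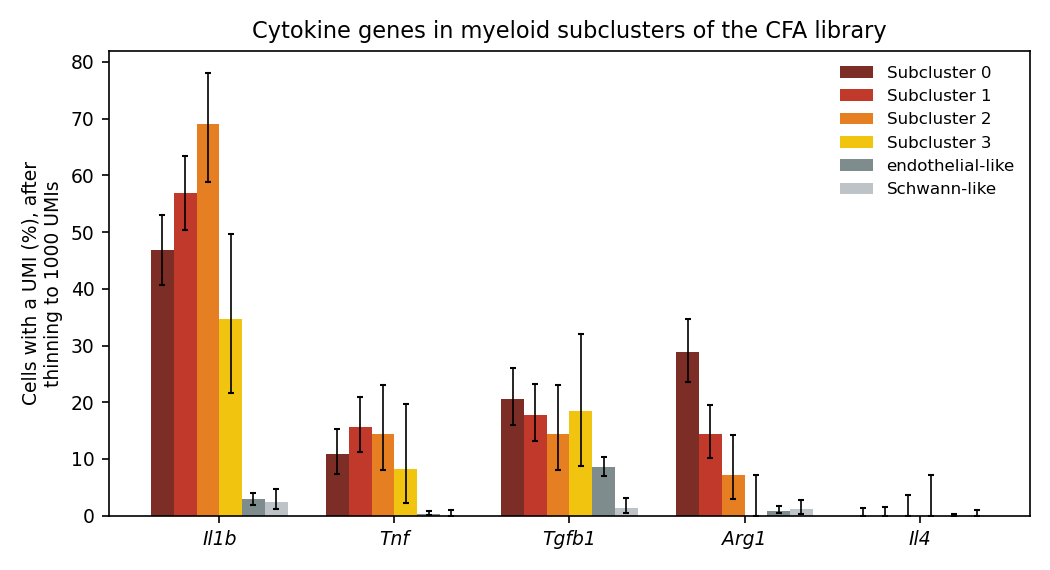
Share of CFA cells with a UMI of each cytokine gene after thinning to 1000 UMIs per cell (y axis, %), for the 4 myeloid subclusters and for endothelial-like and Schwann-like cells, with exact 95% intervals that cover counting error only. *Il1b* lies between 34.7% and 69.1% in the myeloid subclusters and at 2.86% in endothelial-like cells.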

Interestingly, feature plots showed that all these increased macrophages, monocytes, and osteoclasts in CFA-inoculated TMJs expressed the combined inflammatory and anti-inflammatory cytokines, including *Il1β*, *Tnfα*, and *Tgfb1* (Supplemental Figure 3F), suggesting the heterogeneity of immune cells in the TMJ under OA conditions. To verify the inflammatory status of immune cells, we performed an RNAscope of *Il1β* inflammatory cytokines in conjunction with Iba1-labeled macrophages and Ly6b-labeled neutrophils. There was barely any *Il1β* detected in the control TMJ. In contrast, *Il1β* was drastically increased in Iba1-positive macrophages and Il6b-positive neutrophils in the CFA-inoculated TMJ at the anterior, posterior, and superior regions (Figure 7, J–N), which is consistent with synovitis and joint defects in CFA mice. Together, our findings reveal anatomically, molecularly, and functionally distinct immune cell populations with robust upregulation of inflammatory macrophages and neutrophils in TMJOA.

### The functional importance of Igf1 signaling in Cx3cr1 barrier macrophages in TMJOA.

Previous studies suggest that a population of Cx3cr1-positive synovial macrophages provides a protective barrier for the knee joint (47). To investigate whether similar barrier macrophages occur in the TMJ and how they change in TMJOA, we used *Cx3cr1*–yellow fluorescent protein (*Cx3cr1*-YFP) knockin mice to genetically label synovial macrophages. A time-lapse movie of confocal imaging of the TMJ showed that *Cx3cr1*-YFP macrophages were enriched in the surface areas of the peripheral disc and the synovial membrane (Supplemental Video 4), which is consistent with barrier macrophages described in knee joints (47). Sectioned IHC staining verified the synovial lining and articular disc surface localization of C3xcr1-positive macrophages (Figure 8, A and B). We have shown that Prg4 lining fibroblasts and Thy1 sublining fibroblasts are also located in the synovial tissues (Figure 6). Next, we investigated the anatomical organization of barrier macrophages and fibroblasts. We performed RNAscope of *Prg4* and *Thy1* in the C3xcr1-YFP TMJ tissue sections and found that Cx3cr1-positive macrophages were located at the outermost layer toward the joint cavity, followed by the Prg4 lining fibroblasts, and then Thy1 sublining fibroblasts at the innermost layer within the synovial tissues (Figure 8, E and F), forming a sandwich-like synovial structure. Cx3cr1-positive cells were connected with each other to form a barrier-like morphology lining the synovial tissues, which were disrupted, leading to massively expanded Cx3cr1-positive macrophages in the CFA TMJ (Figure 8G). 

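*Cx3cr1* encodes the fractalkine receptor and lies on chromosome 9 of GRCm38 from 119901616 to 120069879. In the CFA library, 288 of the 650 myeloid cells held a *Cx3cr1* UMI, or 44.3% (40.4 to 48.2%). The share was 40.4% (34.5 to 46.6%) in the osteoclast-like subcluster 0, 48.9% (42.4 to 55.5%) in the macrophage-like subcluster 1, and 44.3% (34.2 to 54.8%) and 42.9% (28.8 to 57.8%) in subclusters 2 and 3, which carry monocyte markers. These 4 intervals overlap. After thinning, 5.69% (4.04 to 7.76%) of the myeloid cells held one, with 4.12%, 9.28%, 3.09% and 2.04% in the subclusters. The thinned share was 0.806% in endothelial-like, 0.820% in Schwann-like and 2.03% in neutrophil-like cells, so that in subcluster 3, with 1 of 49 cells, *Cx3cr1* was not distinguishable from background at 1000 UMIs (2.53 times the endothelial-like share, 0.327 to 19.6). Thinned to 2000 UMIs, 3 of 49 cells of subcluster 3 (6.12%) held one, 3.75 times (1.13 to 12.4) the share in endothelial-like cells, with 16 of 980 (1.63%). Over all myeloid cells the thinned share was 7.06 times (3.43 to 14.5) that of endothelial-like cells. The median depth was 17871.5 UMIs per myeloid cell.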

Feature plots showed that these expanded Cx3cr1-positive immune cells could be monocytes, macrophages, or osteoclasts (Figure 8D). Together, these results reveal disc and synovial barrier macrophages labeled by Cx3cr1, whose organization is disrupted, leading to Cx3cr1-positive immune cell expansion in TMJOA (Figure 8H).

The coexistence of expanded Thy1 fibroblasts and Cx3cr1 macrophages at the same synovial tissues of CFA TMJ prompted us to investigate cell-cell interaction. We analyzed our scRNA-Seq data with the CellChat program, which allows the prediction of ligand and receptor interactions at single-cell resolution (48). Numerous signaling interactions were found among different cell populations in the TMJ, reflecting their sophisticated interactions (Figure 8C). Igf1 signaling has been reported to regulate cartilage in TMJ as well as spinal cord neuropathic pain (49, 50), although its roles in cell-cell interaction of the TMJ and joint pain remain unknown. Therefore, we focused on Igf1 and found its enriched expression in Cx3cr1-positive macrophages (Figure 8D). 

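*Igf1* lies on chromosome 10 of GRCm38 from 87858265 to 87937042 and encodes insulin-like growth factor 1. In the CFA library, 122 of 650 myeloid cells had an *Igf1* UMI, or 18.8% (15.8 to 22.0%), with 24.3% in the osteoclast-like subcluster 0, 21.9% in the macrophage-like subcluster 1, 4.12% in subcluster 2 and 2.04% in subcluster 3. After thinning, 19 cells had one (2.92%), which was 3.27 times (1.53 to 6.98) the share in endothelial-like cells. Among *Cx3cr1*-positive myeloid cells, *Igf1* was detected in 59 of 288, or 20.5% (16.0 to 25.6%), and among *Cx3cr1*-negative ones in 63 of 362, or 17.4% (13.6 to 21.7%). After thinning the counts were 1 of 37 (2.7%) and 18 of 613 (2.94%), a ratio of 0.920 (0.126 to 6.71), so that a difference between them was not detectable at this depth. By class, fibroblast-like CFA cells had 479.0 *Igf1* CPM and a UMI in 212 of 336 cells, or 63.1% (57.7 to 68.3%), and after thinning in 29.4%. Myeloid cells had 60.1 CPM and endothelial-like cells 15.3, and 1 of 379 Schwann-like cells held one (0.264%). Median UMIs were 14333 per fibroblast-like cell. *Igf1r*, the receptor gene on chromosome 7 from 67952827 to 68233668, had 168.7 CPM in myeloid, 250.6 in fibroblast-like, 357.6 in endothelial-like and 539.8 in neutrophil-like cells.

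**Figure D6:**
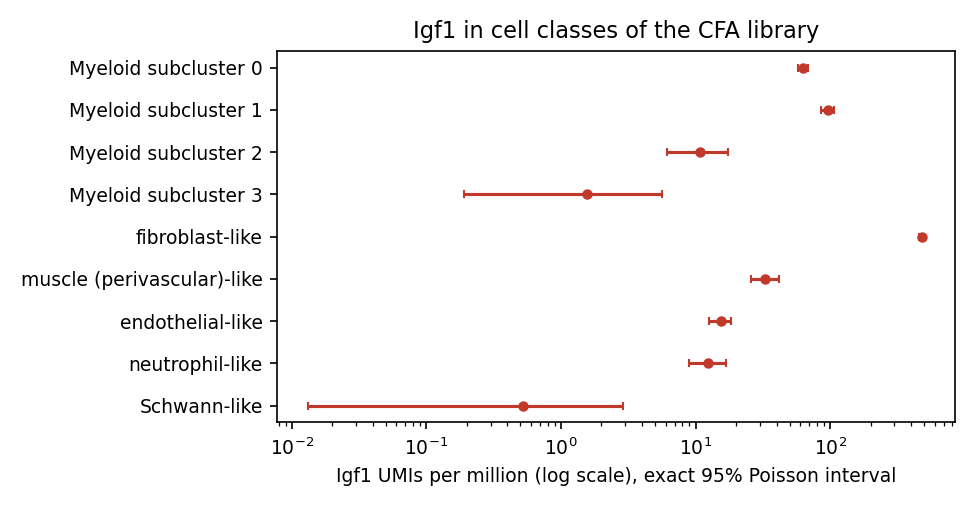
*Igf1* CPM (x axis, log scale) in the myeloid subclusters and other cell classes of the CFA library, each with its exact 95% Poisson interval, which covers counting error only. Fibroblast-like cells are highest of the classes drawn, at 479.0, and endothelial-like cells are at 15.3.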

To test functions of IGF signaling in cell-cell interaction in TMJOA, we generated *Cx3cr1^CreER^ Igf1^fl/fl^* mice in which the *Igf1* was deleted in macrophages. The results showed that *Igf1* depletion resulted in decreased CD206-positive M2 macrophages, suggesting that Igf1 is required for proper cell type and cell status in TMJOA. Importantly, IHC staining of sagittal TMJ sections showed that CFA mice exhibited an increase in neural activation marker CGRP-immune reacting area and induced innervation labeled by TUBB3 (Figure 8, I–K), which could be due to the increased inflammatory macrophages. Induced innervation in *Igf1* macrophage-specific deletion is consistent with pain behavior and suggests the functional importance of Igf1 signaling in cell-cell interaction among different cell types that are involved in TMJOA pain.

Our studies have identified molecularly distinct cell types, mapped their anatomical positions, defined cell morphological features, revealed signals mediating cell-cell interaction, and captured cell type and cell status dynamics in TMJOA with pain. The synovial membrane consists of a lining layer and sublining interstitial synovial tissue. The superficial lining surface is enriched with barrier macrophages and lining fibroblasts, whereas the sublining connective tissues contain nerves, blood vessels, lymphocytes, mast cells, adipocytes, and heterogeneous populations of interstitial macrophages and fibroblasts, all of which are subject to the dynamic changes leading to TMJOA (Figure 8L). This single-cell atlas provides a source to map the cell heterogeneity of the TMJ and to develop mechanism-based targeting for TMJOA with pain.

## Discussion

We have utilized an inflammatory TMJOA mouse model to recapitulate OA pathologies and pain in patients. Despite the well-recognized importance of animal models in TMDs, no one animal model is sufficient in mimicking the complex clinical conditions of TMJOA, as each model has its limitations and has different translatability to human clinical conditions (4, 5). It is challenging to combine several contributing factors into 1 animal model to replicate the multiple etiologies of TMJOA in patients. In addition to previously described pain behavior (20), our CFA-induced inflammatory mouse model exhibited OA-like phenotypes, subchondral bone loss, cartilage remodeling, and synovitis, which covers the major pathological features of TMJOA patients with pain. Moreover, the natural progression from localized TMJ arthritis to TMJOA can occur if there is no management to control contributing factors and stop disease progression. Therefore, our studies highlight inflammation as a driving factor of TMJ pain and are consistent with the notion that chemically induced inflammatory TMJ mice are suitable for OA and related orofacial pain (5, 24). Future studies should extend pain behavioral measurement into surgical models that are mainly used to investigate traumatic TMJOA.

Our findings suggest that CFA-induced TMJOA mice experienced severe pain at the early stage, followed by osseous and cartilage changes at the later stage. This observation is consistent with the notion that the disease initially starts with joint pain from capsulitis or synovitis and eventually ends with degenerative joint disease resulting in osteoarthritic changes (25, 51). Our cellular studies of TMJ degeneration cannot provide causative pain mechanisms, since pain is resolved at the stage when extensive joint degeneration occurs in our model. The temporal causative relationship between early pain and late joint remodeling remains to be established. As the disease progresses into the intermediate and late phases of TMJ degeneration, pain could subside, and bone remodeling could occur. It is possible that acute TMJ pain could result from CFA-induced localized inflammation, leading to peripheral sensitization. Without repeated CFA injection or persistent noxious stimuli to cause central sensitization, and with no impairment in pain modulation, there might be no pain behavior present at later stages. However, TMJ pain can be triggered again by abnormal joint loading and inflammation if the contributing factors related to excessive force and inflammation are not managed. Therefore, future studies in the pain process and the identification of potential therapeutic targets to reduce pain severity in the early phase, while preventing relapse and progression of the disease into the late phase of TMJ degeneration, would be beneficial for both TMJ arthritis and OA management.

Our studies revealed the anatomical pattern of joint innervation and neurovascular coupling in control and CFA TMJs. The joint synovium, capsule, RDT, subchondral bones, and muscle are innervated, which is consistent with reported nerve fibers immunoreactive for the CGRP (52, 53). It has been reported that knee joints are intensely innervated in subchondral bone (54, 55). The enriched innervation in synovial regions of the TMJ supports a synovium-driven peripheral sensitization model for orofacial pain in TMJs. In addition to encapsulated nerve endings, such as Ruffini-like receptors and the Pacini-like corpuscle (38), a free nerve ending plexus is found in the synovial regions and RDT, providing neural substrate for the orofacial pain in CFA mice. Future studies should identify genetic markers and functionally disturb specific sensory neuron subsets to confirm their roles in pain behavior. We showed that TMJ RDTs are highly innervated and well vascularized, containing intermingled Car4- and Plvap-positive capillary vessels. The RDT in the TMJ has been postulated to restrict pathological disc displacement, buffer mechanical force, and supply blood (56). We observed a robust colocalization of neurovascular bundles that are expanded in the anterior, posterior, and superior regions of the CFA-treated TMJ. The well-organized neurovascular structure is disorganized in CFA-treated TMJs. Future studies should investigate how pathological changes in RDT contribute to TMJ pain.

Our single-cell study provided a systematic view of cell diversity in the TMJ and their anatomical and dynamic changes in TMJOA. Recent single-cell studies focused on TMJ disc (57) or muscle (53, 58) under normal conditions, whereas our studies utilized the entire joint, with or without inflammatory OA, to provide a comprehensive analysis of all components in joint structures and to replicate the function of the TMJ as a whole. Furthermore, our volume image and multiplex immunodetection mapped the anatomical location of major cell types in TMJ under normal and pathological conditions. There is a robust expansion of immune cells in the CFA TMJ, including neutrophils, monocytes, macrophages, and osteoclasts. Increased osteoclasts might contribute to subchondral bone loss, whereas immune cell infiltration leads to synovitis and chondrocyte remodeling. These immune cells are heavily localized in synovial tissues as well as joint capsules and ligaments, regions innervated by nociceptive nerves. In addition, pro-inflammatory cytokine IL-1β–positive macrophages and neutrophils are drastically increased in CFA TMJs, suggesting an immune cell inflammatory status in addition to increased cell numbers. These observations highlight immune cells as pathological factors for TMJOA (5, 59). Similar to knee joints (47), we detected a layer of Cx3cr1-positive barrier macrophages in TMJs. Furthermore, we localized Cx3cr1-positive barrier macrophages to Prg4-labeled lining fibroblasts and Thy1-labeled sublining fibroblasts, which form a sandwich-like structure with potential cell-cell interactions. In CFA-induced inflammatory TMJs, the barrier-like structure is disrupted and coupled with drastic expansion of Cx3cr1-positive immune cells into the sublining region of synovium. It has been reported that Cx3cr1-positive cells could be bone marrow–derived osteoclast precursors with antiinflammatory functions (60), synovium-localized macrophage precursors with high osteoclast differentiation potential (61), and inflammatory osteoclasts with immune-suppressive functions (62). Future studies should determine the heterogeneity and function of these Cx3cr1-positive immune cells in the pathogenesis of TMJOA.

We found that fibroblast-like synoviocytes (FLSs) are robustly increased in CFA TMJs. These FLSs are composed of 3 subpopulations, including Prg4^+^ lining fibroblasts, Thy1^+^ sublining fibroblasts, and Notch3^+^ vessel-associated fibroblasts. Prg4 lubricin is substantially reduced in CFA TMJs at the anterior, posterior, and superior synovium. Considering OA-like defects in *Prg4*-knockout mice (45), these results suggest that *Prg4* deficiency and lining fibroblast disruption might contribute to OA-like defects in CFA mice. There is a drastic expansion of Thy1^+^ sublining fibroblasts in the CFA TMJ; Thy1^+^ sublining fibroblasts transform into a hyperplastic invasive tissue mass known as pannus. Therefore, TMJ synovitis and OA with pain could be due to a loss of normal functions of lining fibroblasts in lubricating cartilage and a toxic gain of function of sublining fibroblasts because of their interactions with immune cells and nociceptive nerves. Overall, FLS expansion and immune cell infiltration lead to synovial inflammation, angiogenesis, and peripheral nociceptive activation, which collectively contribute to pain. Our single-cell atlas should be used to investigate how specific cell types such as FLSs and macrophages within synovium might release signaling factors, chemicals, cytokines, and neurotrophic factors to activate nociceptors leading to pain hypersensitivity. Further functional studies of specific molecules and pathways as well as cell-cell interaction will provide potential therapeutic targets for TMJOA with pain.

## Methods

Further information can be found in Supplemental Methods.

### Sex as a biological variable.

Female mice were used in this study because of the presence of sexual dimorphism in the baseline nociceptive thresholds of rodents, with males and females potentially exhibiting distinct pain responses. In addition, female patients with TMD reported greater TMJ tenderness and a higher prevalence of the condition than male patients (63, 64).

### Mouse models.

The C57BL/6J (JAX#000664), *Thy1-*YFP (JAX#007788), *Cx3cr1^CreER^* (JAX#021160), *Igf1^fl/fl^* (JAX#012663), *Na_v_1.8-Cre* (JAX#036564), and *tdTomato* (JAX#007905) mouse strains were obtained from The Jackson Laboratory. Female 8- to 12-week-old mice were used in this study. The mice were housed in a controlled environment with specific pathogen–free conditions, including a 12-hour light/12-hour dark cycle, controlled temperature, and humidity. Euthanasia was conducted using carbon dioxide overdose, followed by cervical dislocation.

### CFA intra-articular injection.

The TMJ injection site is identified by palpating the zygomatic arch. At the posterior end of the zygomatic arch, there is a depressed area approximately 2 mm in front of the ear canal, which was used to guide the selection of the injection site. We inserted the needle into the injection site, which is under the posterior end of the zygomatic arch. The tip of the needle should contact the bone at a depth of ~2 mm.We slowly injected 10 μL of CFA (5 mg/mL; Chondrex, Inc) into the bilateral TMJ capsules and waited for at least 5 seconds before gradually withdrawing the needle. The control group received bilateral injections with 10 μL sterile PBS.

### Nociceptive behavior assessment.

The mice were acclimated to the testing environment for at least 1 hour before behavioral testing. The baseline measurements of bite force and head withdrawal threshold were recorded during the training period (>3 days) before starting to perform PBS/CFA intra-articular injection.

### Bite force measurement.

Each mouse was placed in a 50 mL plastic syringe, which had been modified to loosely restrain the mice while allowing the mouse’s head to move comfortably. Mice were trained for at least 3 days to bite and usually started to bite within 10 seconds after training. If the mice did not start biting within 10 seconds after the third training day, they were excluded from the experiment. Bite force is measured by a bite force transducer (YFM-1-100 Bite force sensor, 0-100N) connected to the NB IT RSD-V2.6.3 program (NST2000 data collector) from Nanjing Shen-yuan-sheng Intelligent Technology Co. The voluntary biting was recorded for 2 minutes per session, and the top 5 results of bite force amplitude were averaged for the quantification.

Head withdrawal threshold is measured by electronic von Frey analgesiometer. The mice were placed in a wire mesh cage and habituated in a behavioral room for at least 1 hour before the testing procedures. Von Frey filament was applied perpendicularly to the TMJ area. The head withdrawal threshold is defined as the minimum force from the von Frey filament that can elicit a withdrawal reflex. The measurement was recorded in at least 5 tests for each mouse at an interval of 10 seconds. The duration of the restraint period was approximately 2 minutes. The average of these values was identified as the head withdrawal threshold.

### Histology for OA and synovitis score.

The TMJs from both the CFA-injected and control groups were dissected; fixed in 10% formalin; decalcified in 14% EDTA (pH 7.2~7.4); processed in a series of ethanol solutions with concentrations of 70%, 80%, 95%, and 100%, followed by xylene; and finally embedded in paraffin. Histological sagittal sections of the TMJs in 5–8 μm were used for H&E staining to detect histological changes in joints. The severity of TMJOA was assessed using a modified OARSI scoring system (65). Scores ranged in each case from 0 to 6 points, where 0 indicated no evidence of osteoarthritis, and higher scores indicated a more severe osteoarthritis phenotype, characterized by unclear borders between cartilage and subchondral bone, uneven cartilage surfaces, and decreased hypertrophic layer thickness. Synovitis quantification followed a scoring system based on observations of synovial lining hyperplasia and inflammatory infiltrate (65). The grade of synovial lining hyperplasia ranged from 0 to 2. A score of 0 indicated a normal synovium structure (1–3 lining layers). A score of 1 was assigned to 4–6 lining layers, whereas a score of 2 was given for 7 or more layers. Inflammation was evaluated by an inflammation score, ranging from 0 to 3, based on the number and size of inflammatory infiltrates.

### Immunostaining.

Brain, TG, and TMJ sections were used for immunofluorescence staining following standard protocols. Brain and TG were isolated from the cranium and fixed with 4% paraformaldehyde at 4°C overnight. Then, samples were dehydrated with 30% sucrose at 4°C overnight, followed by 30% sucrose/OCT (Tissue-Tek, Sakura) (1:1) at 4°C overnight, and embedded with OCT on dry ice. For cryosections of the TMJ, the samples were decalcified in 14% EDTA for at least 10 days and dehydrated gradually in 15% sucrose for 2 hours, followed by 30% sucrose for 2 hours and 60% sucrose/OCT (1:1) at 4°C overnight. Then, samples were embedded in OCT compound, frozen on dry ice, and sectioned at 14 μm thickness using a cryostat (Leica CM1850).

Antigen unmasking solution (Vector Labs, H-3300) was used for antigen retrieval. The primary antibodies were as follows: Cathepsin K (Proteintech 11239-1-AP), CD31 (R&D Systems, Bio-Techne; AF3628), and βIII-Tubulin (Cell Signaling Technology; 5666S); Iba1 (FujiFilm, 019-19741), CGRP (Abcam; AB36001), CD68 (Bio-Rad; MCA1957GA), Ly6b (Bio-Rad; MCA771GT), CD206 (Abcam; ab64693), Car4 (R&D Systems, Bio-Techne; AF2414), Plvap (BD Pharmingen; 553849), and Alexa Fluor 488/568/647 (Invitrogen A-21206, A-11011, A-31573) were used as secondary antibodies. DAPI (Invitrogen; catalog 62248) was used for nuclear staining. The percentage of positive immunofluorescence signals and area fraction were determined using ImageJ software (NIH). Quantification was performed using 3 to 5 sections per mouse. Each dot in each graph represents the mean value of each sample or mouse within the group. At least 3 mice from independent mouse litters were analyzed for each group or genotype. Student’s 2-tailed *t* tests were used for statistical analysis. A significance level was set at a *P* value of 0.05.

### RNAscope staining.

Sample preparation and RNAscope staining were performed according to standard ACD (Bio-Techne) protocol with the RNAscope Multiplex Fluorescent v2 (catalog 323100). The probes used for this study were as follows: Mm-*Thy1* (430661-C1), Mm-*Prg4* (437661-C2), and Mm-*Il1b* (316891-C1). A negative control probe (probe 320871) was used for staining and imaging to minimize background signals. Quantification of RNAscope staining by ImageJ was performed at 20× original magnification and interpreted according to ACD scoring guidelines. At least 3 mice from independent litters were analyzed for each group or genotype. Student’s 2-tailed *t* tests were used for statistical analysis with a significance level *P* value of 0.05.

### scRNA-Seq and library preparation.

Female 8-week-old female mice were injected with CFA or PBS and were euthanized 3 weeks later. Perfusion was performed using 20 mL of cold PBS–diethylpyrocarbonate (PBS-DEPC). Tissues surrounding the TMJ structure were collected and dissected in PBS-DEPC on ice. TMJ tissues consisting of TMJ condyle, disc, temporal bone, muscle, and ligament surrounding the TMJ area were collected (*n* = 3) and minced into small pieces in tissue suspension medium containing MEM with 2% FBS. For each experimental group, TMJ tissues were transferred into a new 15 mL centrifuge tube containing 10 mL of tissue digestion medium (Collagenase P 1 mg/mL, Dispase II 2 mg/mL, MilliporeSigma). Tissues were digested while rotating at 37°C for 25 minutes. After digestion, tissues were resuspended with tissue suspension medium and centrifuged at 500*g* for 10 minutes at 4°C. Then, the supernatant was removed. Tissues were resuspended with 4 mL of DNase I solution (2 U/mL of DNase I in MEM) and incubated for 10 minutes at 37°C. Next, tissue suspension medium was added and resuspended on ice by pipetting several times to dissociate the tissue. After final dissociation by pipette, tissue samples were filtered through a 70 μm nylon mesh (VWR strainer) and centrifuged at 300*g* for 10 minutes at 4°C.

Immune cell depletion was performed as described in MojoSort Mouse CD45 Nanobeads Protocol – Depletion (BioLegend). Briefly, samples from the cell dissociation step were washed and resuspended with cold MojoSort Buffer (BioLegend, catalog 480017). Cells were pelleted via centrifugation at 300*g* for 5 minutes at 4°C, and the supernatant was discarded. Cell viability counts were performed before resuspending the cells in an appropriate volume of buffer to adjust the concentration to 1 × 10^8^ cells/mL. Then, 100 μL of the cell suspensions was aliquoted into a new tube. A total of 10 μL of MojoSort Mouse CD45 Nanobeads (BioLegend, catalog 480027) was added for 1 × 10^7^ cells/mL and incubated on ice for 15 minutes. Samples were washed with MojoSort Buffer and centrifuged at 300*g* for 5 minutes. The supernatant was then discarded, and the cells were resuspended in 2.5 mL of MojoSort Buffer. The tube was placed in the MojoSort Magnet (BioLegend, catalog 480019) for 5 minutes. The CD45^+^ cell depletion was repeated by pouring out the unlabeled fraction into the new tubes and placing the tube in the magnet for another 5 minutes. After immune depletion, final cell counts were performed to prepare the cell suspension for scRNA-Seq using a Chromium Controller (10x Genomics). Approximately 16,500 cells were loaded into the Chromium system with a targeted recovery of 10,000 cells. Library preparation was performed following the manufacturer’s protocol, for Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (Dual Index) (10x Genomics), and sequencing was conducted using NovaSeq X Plus (Illumina).

### scRNA-Seq analysis.

Quality control of raw reads was performed with 10x Genomics Cell Ranger 7.0.1. Cell Ranger Count (10x Genomics) was used to align samples to the reference genome GRCm38 (mm10), quantify reads, and filter reads and barcodes. Data analysis was performed with Seurat version 4.9.9. Cells were filtered to exclude cells with fewer than 500 genes or more than 10% mitochondrial content. Filtered cells were normalized with the SCTransform method. Datasets of PBS and CFA were integrated using the FindIntegrationAnchors function. Principal component analysis was performed, and the top 200 principal components were selected for dimensionality reduction using the UMAP algorithm. Clustering was performed with the FindCluster function with a resolution of 1.5. Marker genes were identified by comparing each cluster against all other clusters using the FindAllMarkers function with optimized setting (log fold-change threshold of 0.25 and >25% cells expressing the gene).

### Statistics.

Statistical analyses were performed using GraphPad Prism (version 9.0.0) software. Data are presented as mean values ± SEM. To compare more than 2 experimental groups, a 1-way ANOVA with Tukey’s post hoc test was performed, and for comparison between 2 groups, 2-tailed unpaired Student’s *t* test was used to calculate *P* values. *P* < 0.05 was considered statistically significant. Each experiment was repeated independently at least 3 times with similar results as specified in figures and figure legends. Graphs showing mean ± SEM for each group represent at least 3 biological replicates (*n* ≥ 3 mice, as indicated in figure legends). Images of immunofluorescence staining were representative of at least 3 biological replicates (*n* ≥ 3 mice) showing similar results.

### Study approval.

All studies were performed with the approval of the Institutional Animal Care and Use Committee of the University of Southern California, Los Angeles, California, USA.

### Data availability.

The scRNA-Seq data generated in this study have been deposited in National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE267942. Supporting Data Values are provided with this paper.

## Author contributions

SJ, YS, ZL, JC, QC, and PFK performed all experiments. ZL analyzed all bioinformatic data. JFC designed the experiments and supervised the research. JFC wrote the manuscript with assistance from SJ and YS.

## Supplementary Material

Supplemental data

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supporting data values

## Figures and Tables

**Figure 1:**
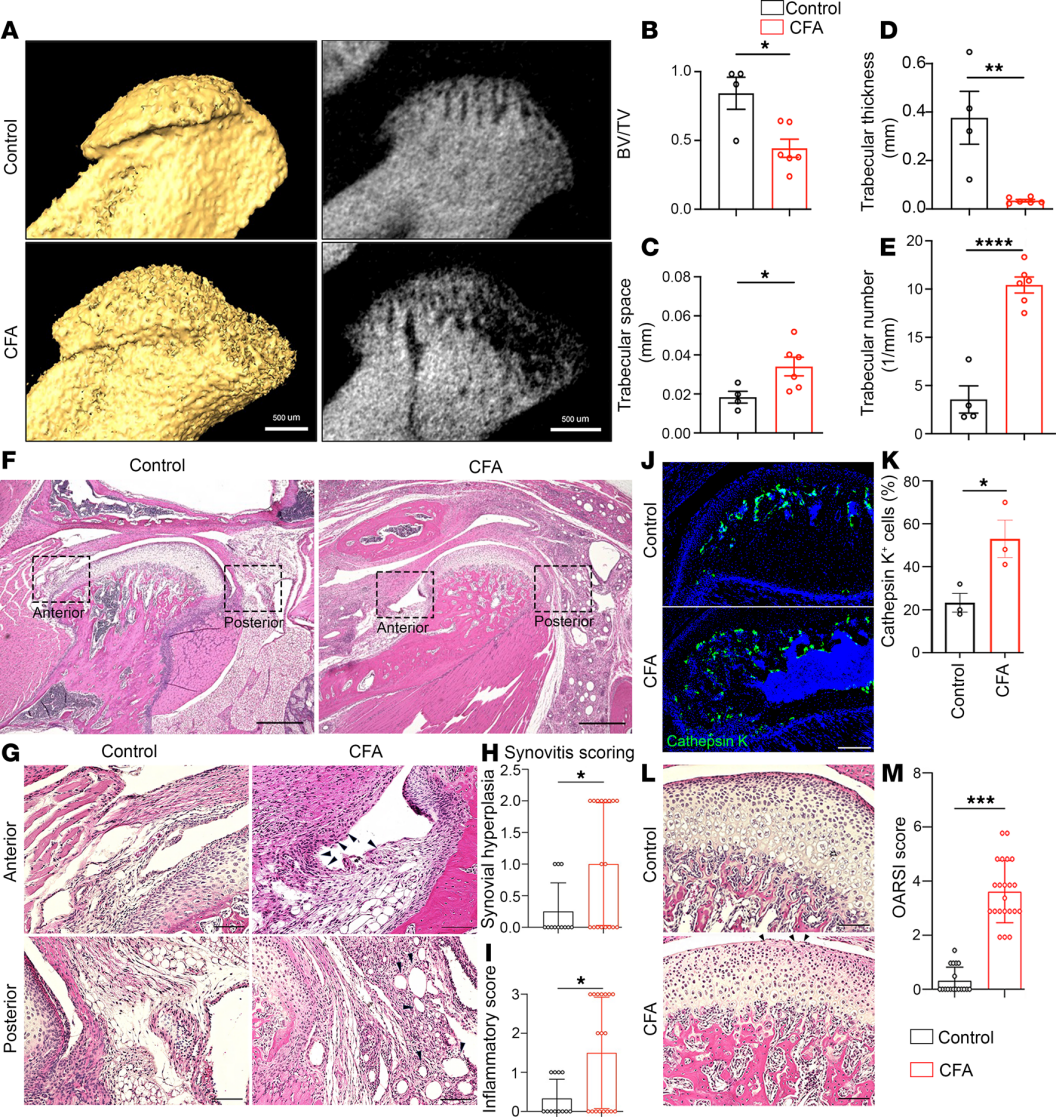
TMJ OA-like defects in CFA intra-articular injection mice. (**A**) Micro-CT of live images of a sagittal view of the mandibular condyle. Scale bar: 500 μm. (**B**–**E**) Quantification analysis of microarchitecture parameters of the subchondral bone. Values represent mean ± SD, *P < 0.05, **P < 0.01, ****P < 0.0001 (*n* = 4 control mice, *n* = 6 CFA-injected mice). BV/TV, bone volume/total volume; 1/mm, 1 trabecular number per mm region. (**F**) H&E staining of sagittal TMJ sections. Black dashed boxes indicate the anterior and posterior synovial tissue around the condyle. Scale bar: 500 μm. (**G**) TMJ synovitis tissue histopathology from boxed regions in **F**. The TMJ of CFA-injected mice presented features of OA-like defects, including hyperplastic epithelial lining (black arrows in anterior area) and immune cellular infiltration caused by inflammation (black arrows in posterior area). Scale bar: 100 μm. (**H** and **I**) Quantification of TMJ synovitis evaluated by Synovitis Scoring System with 2 assessment criteria: synovial hyperplasia (**H**) and inflammatory infiltrate (**I**). Values represent mean ± SD. *P < 0.05 (*n* = 12 sections from 3 control mice, *n* = 18 sections from 4 CFA-injected mice). (**J**) Immunofluorescence staining of Cathepsin K (green) in mandibular condyles. Scale bar: 100 μm. (**K**) Quantification of Cathepsin K^+^ osteoclast cells in subchondral bone of the TMJ condylar head. Values represent mean ± SD calculated by Student’s *t* test. *n* ≥ 3 mice, *P < 0.05. (**L**) H&E staining of sagittal TMJ condylar cartilage part from sections in **F**. Arrowheads indicate uneven surface and loss of fibrous layer in the CFA group. Note the unclear borders between cartilage and subchondral bone, uneven cartilage surfaces, and decreased hypertrophic layer thickness in the CFA group. Scale bar: 100 μm. (**M**) Quantification of Osteoarthritis Research Society International (OARSI) score in TMJs. Data are represented as mean ± SEM calculated by Student’s *t* test. *n* ≥ 3 mice, ***P < 0.001.

**Figure 2:**
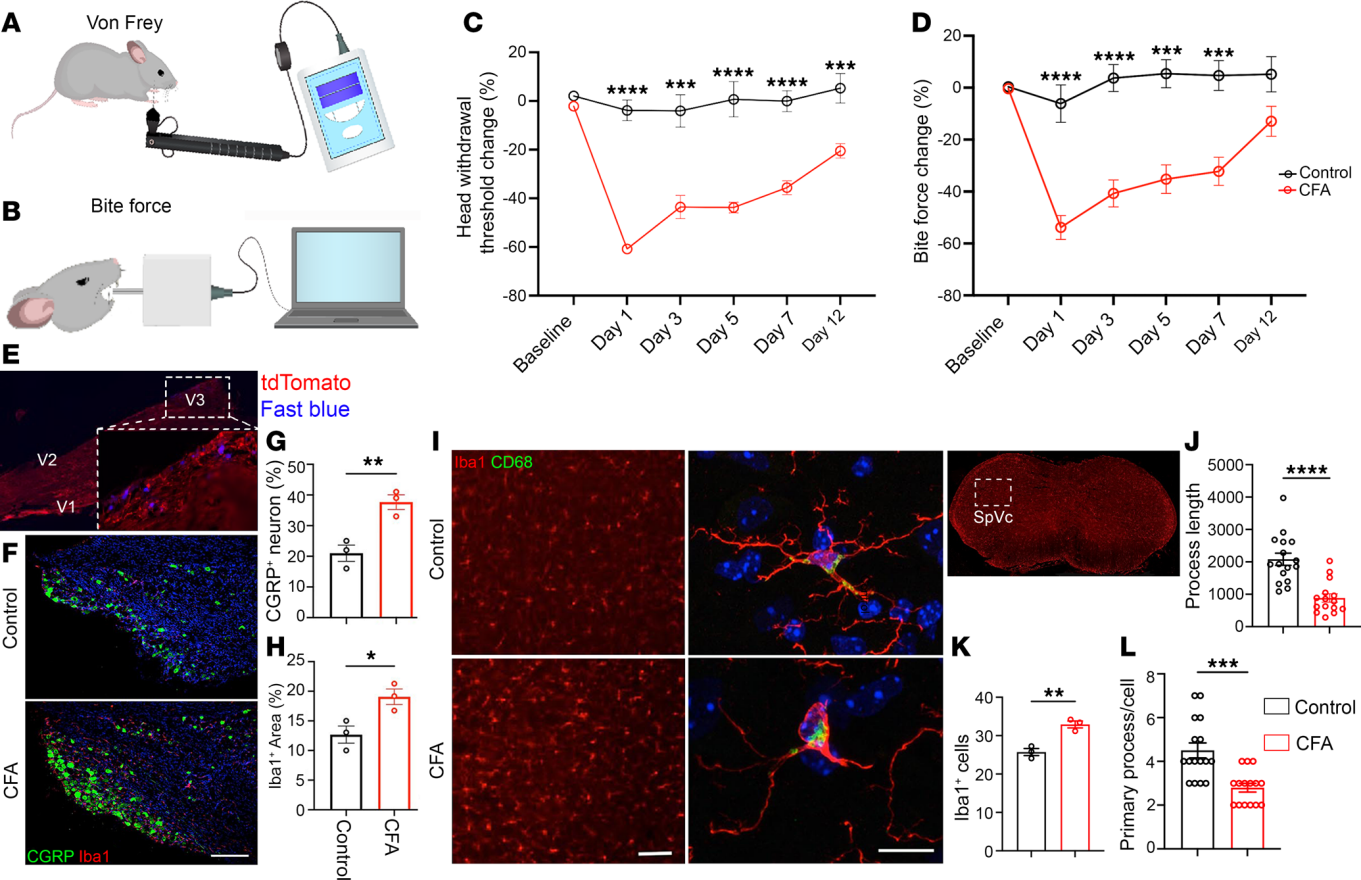
Painful behaviors and neuroimmune response in CFA intra-articular injection mice. (**A**) Diagram of von Frey filament test. (**B**) Diagram of bite force measurement. (**C**) Quantification of head withdrawal threshold measurement at different time points after CFA injection. *N* = 7 mice (control), *n* = 10 mice (CFA). (**D**) Quantification of relative bite force values at different time points. *N* = 7 mice (control), *n* = 10 mice (CFA). (**E**) Confocal imaging of tdTomato TG section after retrograde tracer Fast Blue in the TMJ. V1, V2, V3 represent ophthalmic nerve (V1), maxillary nerve (V2), and mandibular nerve (V3). Original magnification, 4× for original image; 20× for zoomed-in image. (**F**) Immunofluorescence staining of CGRP (green) and Iba1 (red) in V3 section of TG. Scale bar 100 μm. (**G** and **H**) Quantification of the percentage of CGRP^+^ neurons and the percentage of Iba1^+^ area fraction in the V3 of TG. *N* = 3 mice. (**I**) Immunofluorescence staining of spinal trigeminal nucleus caudalis (SpVC) using antibodies against microglia marker Iba1 (red) and microglial activation marker CD68 (green). Scale bars: 100 μm. (**J**) Quantification of the total length of processes per microglia. *N* ≥ 3 mice. (**K**) Quantification of Iba1^+^ cells in SpVC area. *N* = 3. (**L**) Quantification of the number of primary processes per microglia. *N* ≥ 3 mice. All data are represented as mean ± SEM calculated by Student’s *t* test. *n* ≥ 3 mice, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. TG, trigeminal ganglion; CGRP, calcitonin gene-related peptide; Iba1, ionized calcium-binding adapter molecule 1.

**Figure 3:**
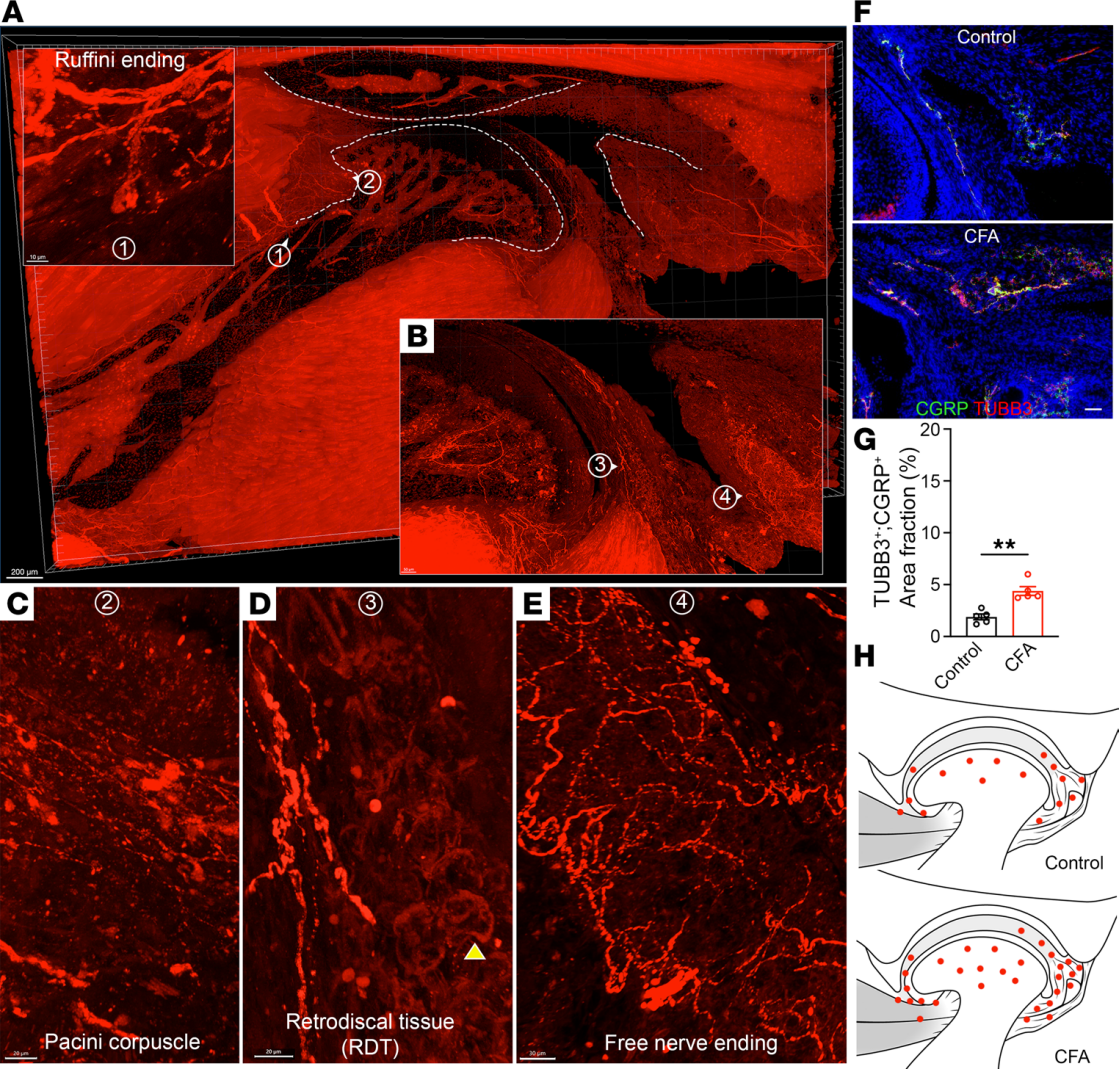
Anatomical distribution of TMJ innervation and increased sensory innervation in CFA mice. (**A**) Confocal imaging of the sagittal section (*Z*-stack of 100 μm) of TMJ from *Na_v_1.8-Cre Ai14* mice. Scale bar: 200 μm. (A-1) Enlarged image represents the Ruffini-like encapsulated ending in the anterior synovial tissue region. Scale bar: 10 μm. (**B**) Enlarged imaging of the posterior region of TMJ section containing extensive innervation in subchondral bone, posterior part of the articular disc, retrodiscal tissue, and synovial tissues. (A-2 and **C**) Pacinian corpuscle-like structure found in the anterior part of the TMJ capsule. Scale bar: 20 μm. (**D**) Innervation of TMJ RDT enriched with fat pad (yellow arrowhead). Scale bar: 20 μm. (**E**) Nerve plexus containing free nerve endings is found in the posterior part of the TMJ capsule. Scale bar: 30 μm. (**F**) Immunofluorescence staining of the superior part of sagittal TMJ sections with antibodies against CGRP (green) and TUBB3 (red). DAPI stains nuclei (blue). Scale bar: 100 μm. (**G**) Quantification of CGRP^+^TUBB3^+^ area fraction surrounding TMJ. *N* = 5. (**H**) Schematic of nerve innervation surrounding TMJ showed an increased innervation in CFA mice, compared with control. All data are represented as mean ± SEM. Student’s *t* test. *n* = 5 mice, **P < 0.01. TUBB3, tubulin beta 3.

**Figure 4:**
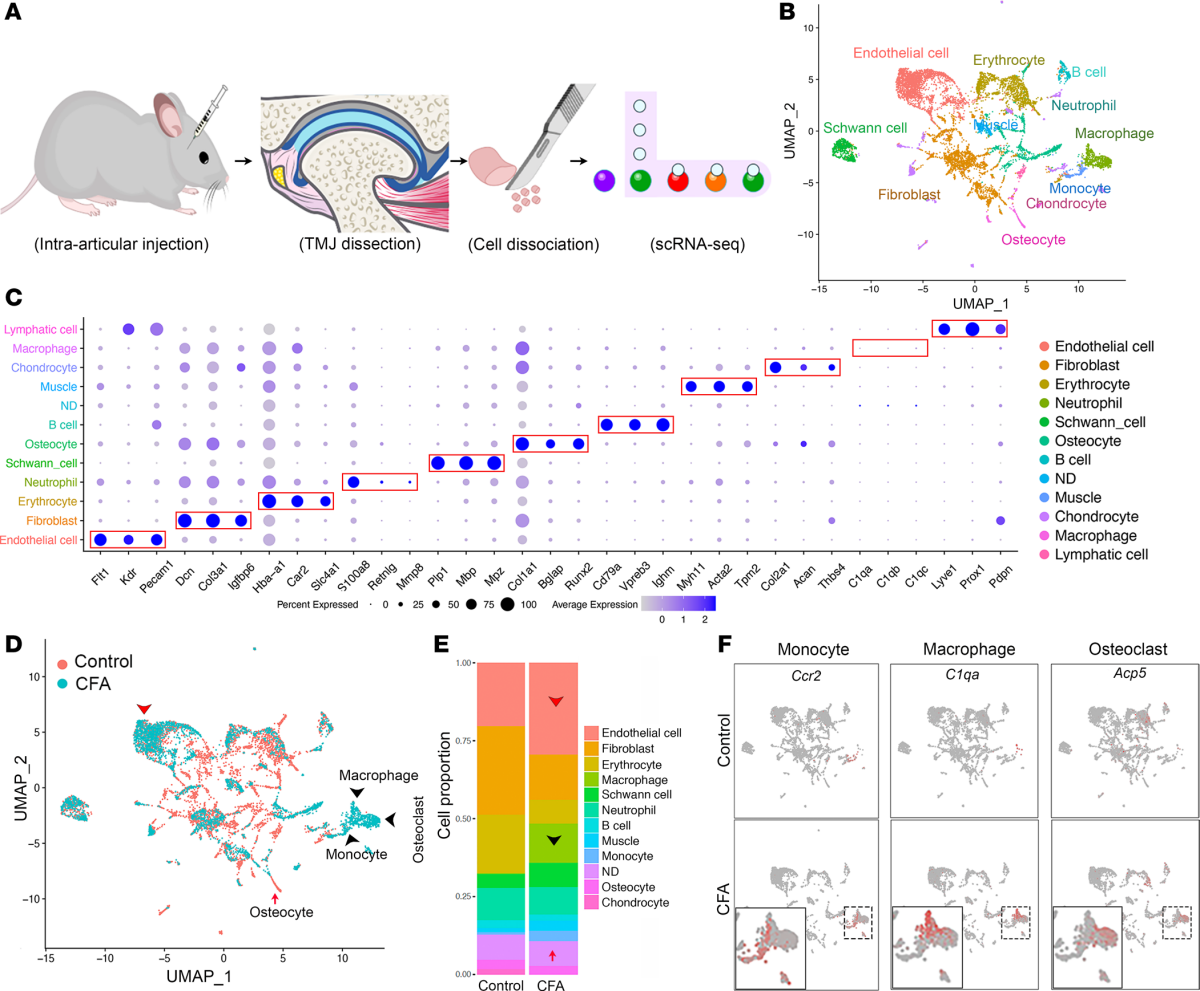
scRNA-Seq analysis of all cells in the TMJ of control and CFA mice. (**A**) Schematic diagram of TMJ inoculation and experimental procedure of single-cell analysis. (**B**) Uniform manifold approximation and projection (UMAP) visualization of major cell types highlighted with different colors in TMJ. (**C**) Dot plot depicting selected markers enriched for each cell population within the TMJ. (**D**) UMAP plot for both control (red) and CFA (blue) with the major cell types. Red arrow indicates the reduced osteocyte population in CFA group, while black arrowheads represent the increased monocyte, macrophage, and osteoclast subsets in CFA group compared with control. The red arrowhead indicates an increased endothelial cell population in the CFA group compared with the control. (**E**) Proportion of each cell cluster in CFA group versus control. Red arrow indicates the reduced osteocyte population, and black arrowheads represent the increased macrophages in CFA group compared with control. The red arrowhead indicates an increased endothelial cell population in the CFA group compared with the control. (**F**) Feature plots showing the expression of *Ccr2* (monocytes), *C1qa* (macrophages), and *Acp5* (osteoclasts), which are distributed closely but are separated from each other in UMAP plot and are increased in CFA group compared with control. Normalized expression levels for each cell are color-coded and overlaid onto the UMAP plot. Myh11, myosin heavy chain 11; Acta2, α–smooth muscle actin; ND, not determined.

**Figure 5:**
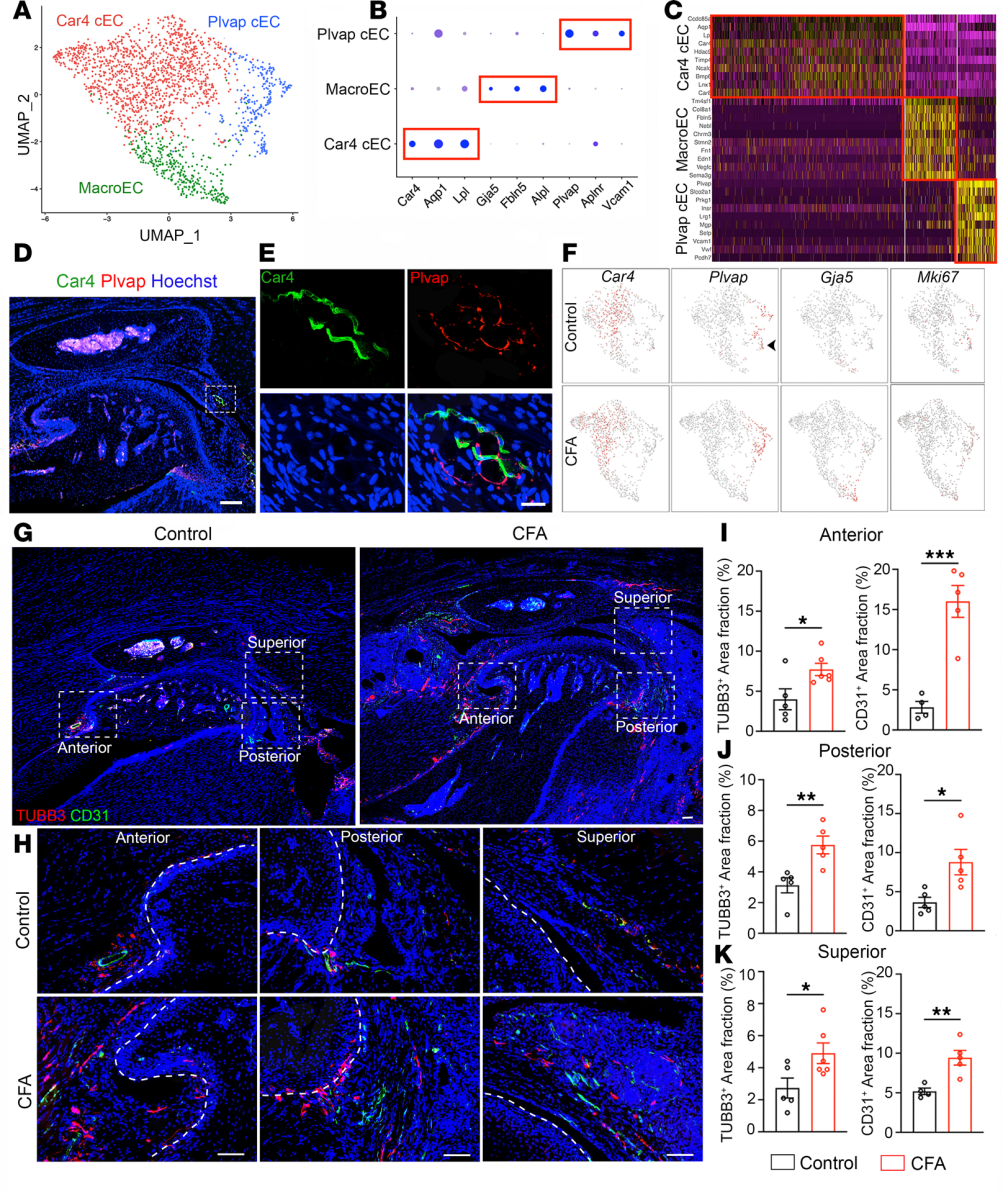
Endothelial cell heterogeneity and neurovascular induction in control and CFA TMJ. (**A**) UMAP plot of endothelial cell clusters in adult mouse TMJ. (**B** and **C**) Dot plot and heatmap of signature genes in different endothelial cell clusters, including Plasmalemma vesicle-associated protein capillary endothelial cell (Plvap cEC), macrovascular endothelial cell (MacroEC), and carbonic anhydrase 4 capillary endothelial cell (Car4 cEC). (**D** and **E**) Confocal imaging of TMJ sagittal sections stained with antibodies against Car4 (green) and Plvap (red). DAPI stains nuclei (blue). Images in **E** are enlargements of boxed TMJ RDT in **D**. Scale bar: 100 μm in **D** and 10 μm in **E**. (**F**) Feature plots showing the expression of indicated genes that are overlaid on the UMAP plot. Black arrowheads indicate the Plvap capillary endothelial cells expressing proliferation marker Mki67. (**G** and **H**) Confocal imaging of sagittal TMJ sections stained with antibodies against TUBB3 (red) and CD31 (green). DAPI stains nuclei (blue). Images in **H** (20× objective) are enlargements of boxed regions of TMJ in **G** (4× objective) at the anterior, posterior, and superior regions. Scale bars: 100 μm. (**I**–**K**) Quantification of the area fraction of TUBB3^+^ neural and CD31^+^ vasculature area fraction in the TMJ area. *N* ≥ 4 mice. All data are represented as mean ± SEM. Student’s *t* test. *n* ≥ 4 mice, *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
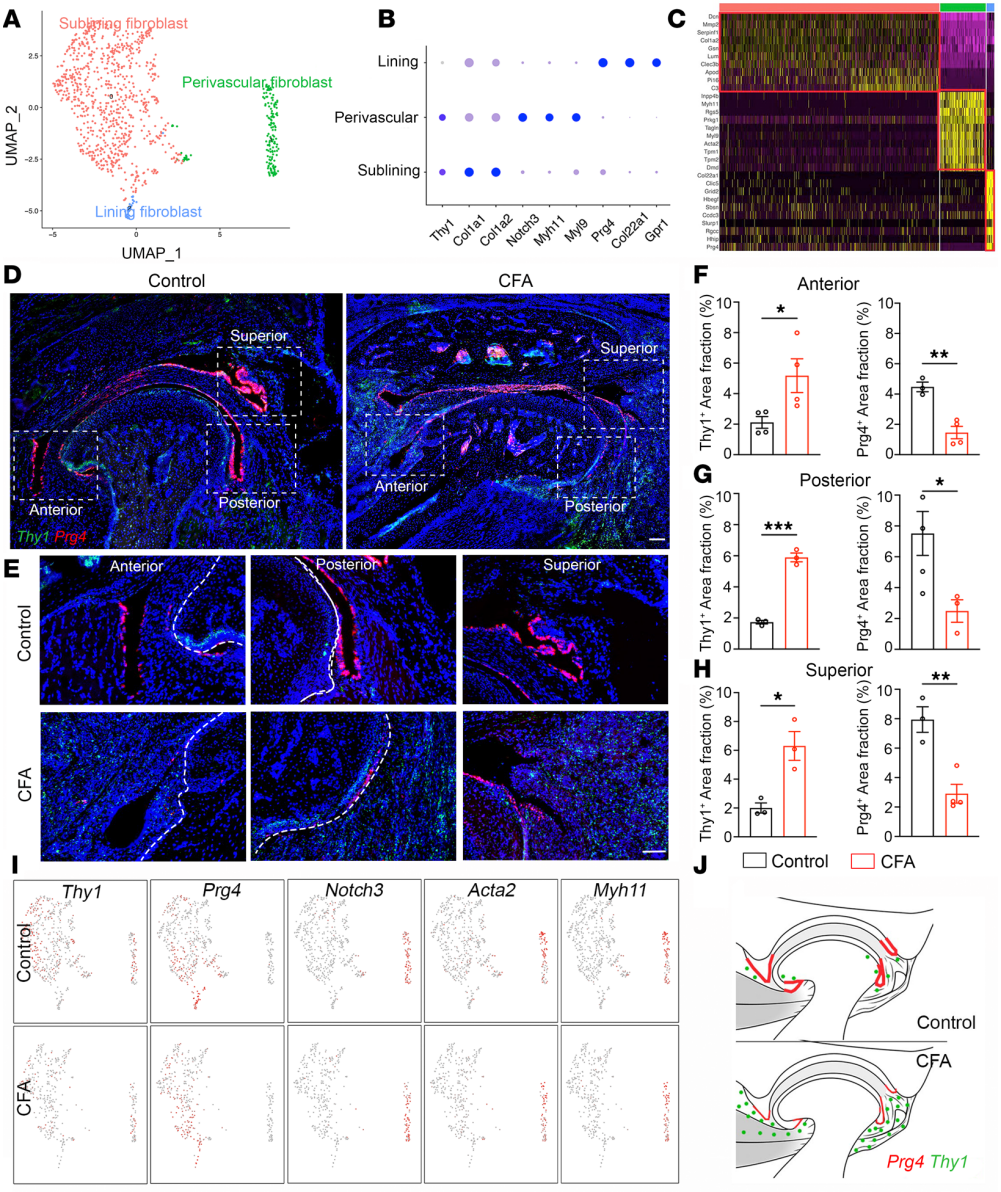
Synovial fibroblast heterogeneity and anatomical locations in control and CFA TMJ. (**A**) UMAP plot of fibroblast cell clusters in adult mouse TMJ. (**B** and **C**) Dot plot and heatmap of signature genes in different fibroblast cell clusters including lining, perivascular, and sublining fibroblasts. (**D** and **E**) Confocal imaging of TMJ sagittal sections after RNAscope staining of *Thy1* (green) and *Prg4* (red). DAPI stains nuclei (blue). Images in **E** (20× objective) are enlargements of boxed TMJ regions in **D** (4× objective). Scale bars: 100 μm. (**F**–**H**) Quantification of the area fraction of *Thy1*^+^ sublining fibroblast and *Prg4*^+^ lining fibroblast area fraction in the TMJ area. *N* ≥ 3 mice. (**I**) Feature plots showing the expression of indicated genes that are overlaid on the UMAP plot. (**J**) Schematic overview of expanded *Thy1^+^* sublining fibroblasts and reduced *Prg4^+^* expression in synovial lining fibroblasts in CFA-induced TMJOA with pain. All data are represented as mean ± SEM. Student’s *t* test, *N* ≥ 3 mice. *P < 0.05, **P < 0.01, ***P < 0.001. *Prg4*, proteoglycan 4.

**Figure 7:**
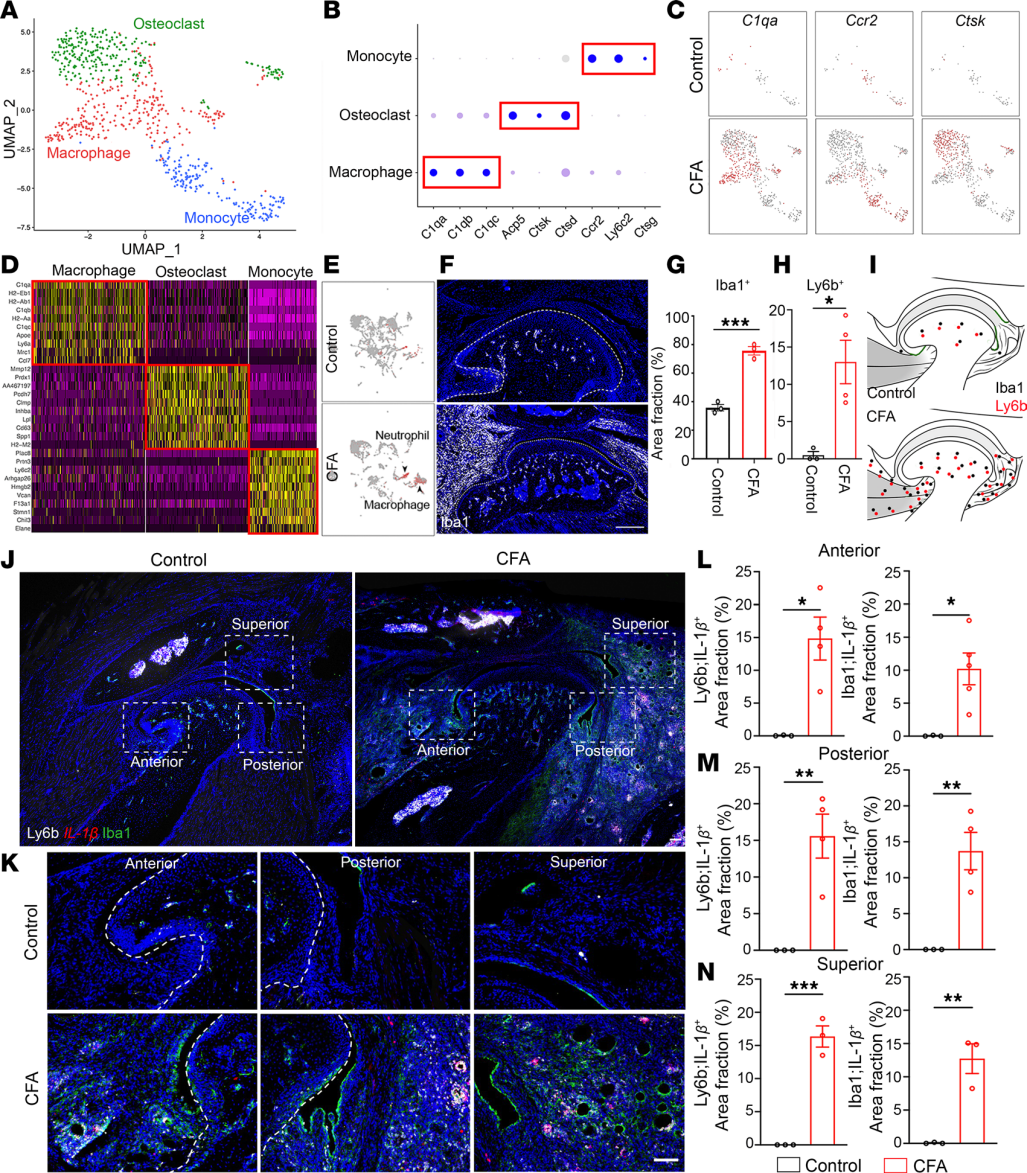
Immune cell heterogeneity and increased inflammatory response in CFA TMJ. (**A**) UMAP plot of immune cell clusters in adult mouse CFA TMJ. (**B** and **D**) Dot plot and heatmap of signature genes in different immune cell clusters including monocyte, osteoclast, and macrophage. (**C**) Feature plots showing the expression of indicated cell type marker genes that are overlaid on the UMAP plot. (**E**) UMAP plot for both control and CFA with the major cell types. Black arrowheads indicate the most upregulated cell types, including neutrophils and macrophages, in CFA TMJ. (**F**) Confocal imaging of sagittal TMJ sections stained with antibodies against Iba1 (white). DAPI stains nuclei (blue). Scale bar: 100 μm. (**G** and **H**) Quantification of the area fraction of Iba1^+^ macrophages (surrounding TMJ) and Ly6b^+^ neutrophils (anterior part of surrounding TMJ). *N* = 3–4 mice. (**I**) Schematic diagram of expanded Iba1^+^ macrophages (black) and Ly6b^+^ neutrophils (red) in CFA TMJ compared with control. (**J** and **K**) RNAscope of *IL-1β* (red) and immunofluorescence staining of Ly6b (white) and Iba1 (green) in different regions surrounding TMJ. DAPI stains nuclei (blue). Images in **K** (20× objective) are enlargements of boxed regions in **J** (4× objective). Scale bars: 100 μm. (**L**–**N**) Quantification of the area fraction of *IL-1β*^+^Ly6b^+^ and *IL-1β*^+^Iba1^+^ cells in the anterior, posterior, and superior regions of TMJ. *N* = 3–5 mice. All data are represented as mean ± SEM. Student’s *t* test. *N* = 3–5 mice, *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 8:**
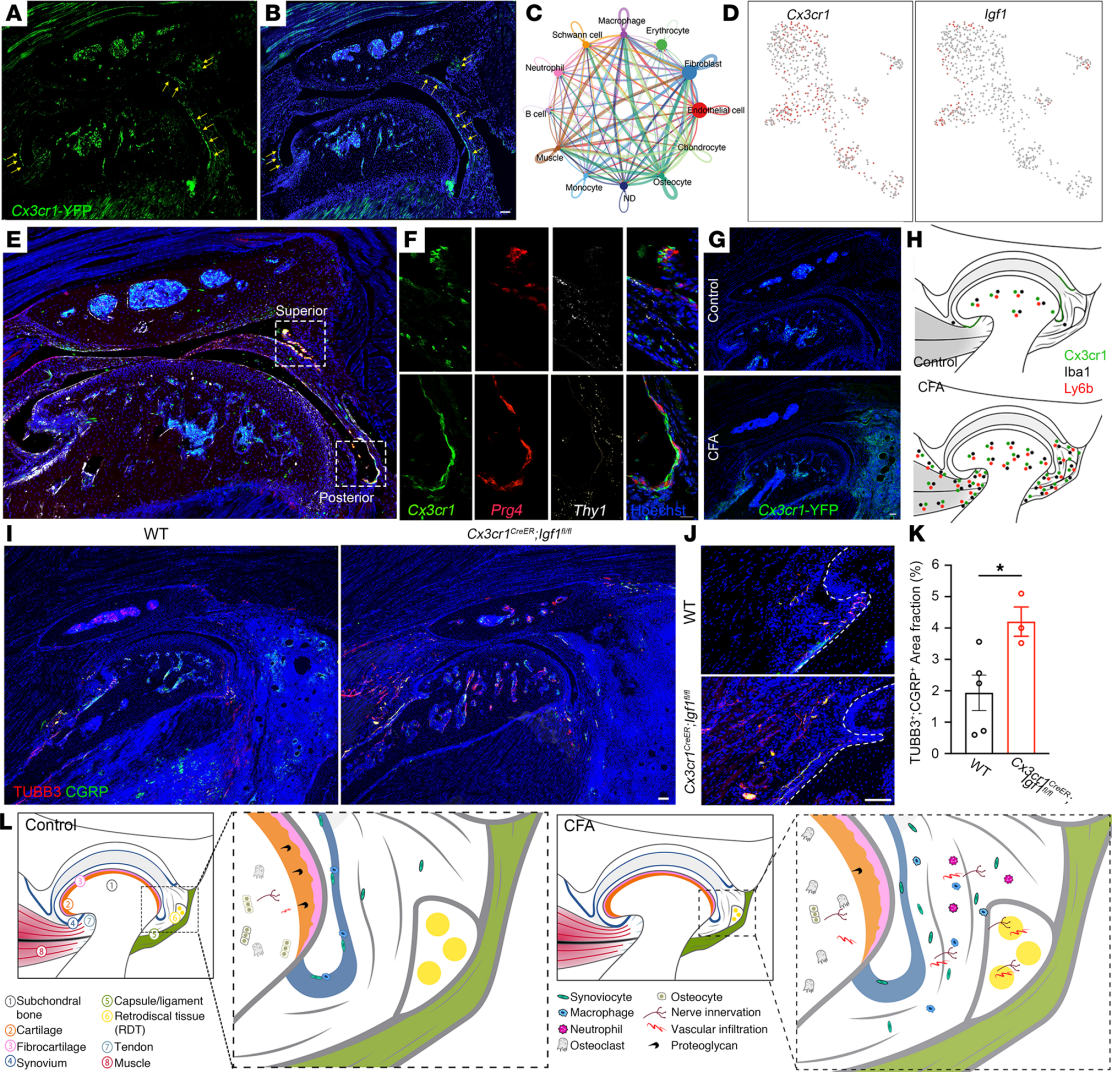
The functional importance of Igf1 signaling in barrier macrophages in TMJOA. (**A** and **B**) The expression of *Cx3cr1*-YFP at the synovial membranes. Arrows indicate Cx3cr1^+^ macrophage lining cells (green). DAPI stains nuclei. Scale bar: 100 μm. (**C**) NetVisual_circle plot for the cell-cell interaction between major cell types in the TMJ. (**D**) Feature plots showing the expression of *Cx3cr1* and *Igf1* genes that are overlaid on the UMAP plot of CFA TMJ. (**E** and **F**) Confocal imaging of sagittal TMJ sections stained with Cx3cr1-YFP (green) in conjunction with RNAscope of *Prg4* (red) and *Thy1* (white). DAPI stains nuclei (blue). Images in **F** (63× objective) are enlargements of boxed regions in image **E** (4× objective). Scale bars: 100 μm. (**G**) Confocal imaging of sagittal TMJ sections stained with Cx3cr1-YFP in control and CFA mice. DAPI stains nuclei (blue). Scale bar: 100 μm. (**H**) Schematic of Cx3cr1 cells together with Iba1 macrophages and Ly6b neutrophils in control and CFA TMJ. (**I** and **J**) Confocal imaging of sagittal whole TMJ or anterior TMJ sections stained with antibodies against TUBB3 (red) and CGRP (green). DAPI stains nuclei (blue). Scale bars: 100 μm. (**K**) Quantification of the TUBB3^+^CGRP^+^ area fraction. (**L**) A schematic diagram of dynamic changes in cell type and anatomical position in the TMJ under healthy conditions and TMJOA with pain. All data are represented as mean ± SEM. Student’s *t* test. *N* = 3–5 mice, *P < 0.05.

# Supplementary material for: Mapping cell diversity and dynamics in inflammatory temporomandibular joint osteoarthritis with pain at single-cell resolution
**Source:** JCI Insight. 2025 Feb 10;10(3):e184379. doi: 10.1172/jci.insight.184379
**Supplement:** Supplemental data

## Supplemental Materials and Methods

### Micro-CT ( $\mu$ CT) analysis

Micro-CT live imaging was performed on a Scanco Medical  $\mu$ CT 50 scanner (Scanco Medical, Switzerland) at the University of Southern California Molecular Imaging Center (90 kVp, 78  $\mu$ A, 10  $\mu$ m pixel size). AVIZO 9.4.0 (Thermo Fisher Scientific) was used to perform 3D reconstruction of the TMJ. The microarchitecture parameters of the subchondral bone, including bone volume over total volume (BV/TV), trabecular spacing (TbSp), trabecular thickness (TbTh), and trabecular number (TbN) were analyzed using VGStudio Max3.3 (Volume Graphics, Inc., USA). For each sample, three spherical regions of interest (ROI) with a radius of 0.1 mm were selected at the midpoints of the anterior, middle, and posterior condyle for all measurements. Then, the values of each bone parameter listed above were averaged. At least 4 mice from independent mouse litters were used to calculate each parameter. Each dot in the graph quantification represents one sample (n). Student's *t*-test was used for statistical analysis. A significant level was set at *p*-value of 0.05.

### CUBIC clearing

The animals were thoroughly anesthetized and then subjected to transcardiac perfusion using PBS followed by 4% PFA. After perfusion, the TMJs were carefully dissected and preserved by 4% PFA for 24 hours at 4°C. The TMJs were rinsed with PBS and then decalcified in 14% EDTA (pH 7.4) for 7 days at 4°C. Next, the decalcified TMJs were dehydrated using 30% sucrose. After dehydration, the TMJs were rapidly frozen using Tissue-Plus O.C.T. compound. The embedded TMJs were sectioned using a cryostat (Leica, Cat #CM1950) at a thickness of 100  $\mu$ m. The slides were performed using CUBIC clearing as in the following method. The tissues were treated with Tissue-Clearing Reagent CUBIC-L (TCI, T3740) and incubated at 37°C for 24 hours. After three washes with PBS, the samples were then placed in Tissue-Clearing Reagent CUBIC-R (TCI, T3741) and left overnight at 37°C until they were transparent. The slides were prepared for imaging by mounting them with CUBIC-R solution.

### iDISCO tissue clearing

The adult mice were euthanized using carbon dioxide (CO<sub>2</sub>) and then perfused with PBS, followed by 4% PFA/PBS for fixation. The TMJ samples were post-fixed overnight at 4°C. The fixed samples underwent two washes in PBS for 1 hour each. Subsequently, they were dehydrated in 30% ethanol (in ddH<sub>2</sub>O) for 1 hour, followed by 1 hour in 50% ethanol, 80% ethanol, and 100% ethanol, twice each. The samples were then treated with 5% H<sub>2</sub>O<sub>2</sub> (Sigma, H1009) (1 part 30% H<sub>2</sub>O<sub>2</sub> mixed with 5 parts ice-cold ethanol) at 4°C overnight. After bleaching, the samples were gradually rehydrated in a series of ethanol and water solutions: 80% ethanol in H<sub>2</sub>O for 1 hour, 50% ethanol in H<sub>2</sub>O for 1 hour, 30% ethanol in H<sub>2</sub>O for 1 hour, and finally in PBS for 1 hour, repeated twice. The samples were treated with a cold permeabilization solution consisting of 25% (w/w) Urea, 15% (w/w) Glycerol, 15% (w/w) Triton X-100, and 45% (w/v) double distilled water at 4°C for 5 hours. The samples were treated with enzyme-based digestion using 0.2% (w/v) Collagenase (Merck, 10,103,578,001) in PBS at 37°C for 30 minutes with continuous shaking. The samples were then rinsed twice for 5 minutes each using a wash solution consisting of 2% (v/v) FBS (Sigma-Aldrich, F7524) in PBS on a rocking shaker. The samples were transferred to a fresh blocking solution consisting of 10% (v/v) donkey serum (Abcam, ab7475), 10% (v/v) DMSO (Sigma-Aldrich, D5879), and 0.5% (v/v) Triton X-100 in PBS at 37°C for 20 minutes. After blocking, the tissues were further treated with the anti-RFP antibody (Rockland, 48776) in the

antibody dilution buffer containing 2% (v/v) donkey serum, 10% (v/v) DMSO, and 0.5% (v/v) Triton X-100 in PBS. The tissues were incubated overnight at 37°C in a rocking shaker at 120 rpm. After incubation, the samples were washed with washing solution containing 2% (volume/volume) donkey serum and 0.5% (volume/volume) Triton X-100 in PBS for 3 hours at 37°C in a rocking shaker at 120 rpm. The solution changed every 15 minutes for the first hour and then at every 30 minutes until finished. The secondary antibody was mixed with antibody dilution buffer. After incubation, the samples were washed according to the same washing process for the primary antibody. Following immunostaining, the tissues were dehydrated using a gradient of ethanol concentrations (30%, 50%, and 80%) for 30 minutes each, with gentle rotation at room temperature. The samples were then transferred to pure methanol for 1 hour, with the methanol being replaced with ethanol every 20 minutes. The methanol was then eliminated, and the samples were washed twice with Ethyl cinnamate (ECi) (Sigma-Aldrich, 112,372) for 5 minutes each. The bones were then treated with a clearing solution consisting of 80% (v/v) ECi and 20% (v/v) polyethylene glycol (PEG) (Sigma, 447,943) while gently rotating at room temperature for 30-60 minutes.

### **Confocal imaging and image processing**

The cleared samples were imaged using a confocal microscope (Leica STELLARIS 5 Confocal Microscope Platforms) in a sagittal orientation, with the right lateral side facing downwards. The imaging was performed using a 10x/NA0.3 objective lens with a working distance of 2 mm, as well as a 63x/NA1.40 objective lens with a working distance of 200 µm. The LAS X Life Science Microscope Software (version 1.4.6) was utilized for acquiring images. The microscope is equipped with fixed laser lights at wavelengths of 405 nm, 488 nm, 561 nm, and 633 nm. The scans were conducted at a zoom factor of 0.75x using either a 10x/NA0.3 or 63x/NA1.40 objective lens. The samples were scanned with a step size of 1 µm, utilizing continuous scanning under 488 nm and 561 nm channels. To enhance the visual representation of the figures, a gamma correction was applied to the raw data acquired from the Confocal Microscope. The process of converting file formats was carried out using ImageJ (NIH, <http://imagej.nih.gov/ij>). Bitplane Imaris (<http://www.bitplane.com/Imaris/Imaris>, version 10.1.1) was used for doing 3D reconstructions, manual 3D annotations, and generating movies.

### **Supplemental Figure Legends**

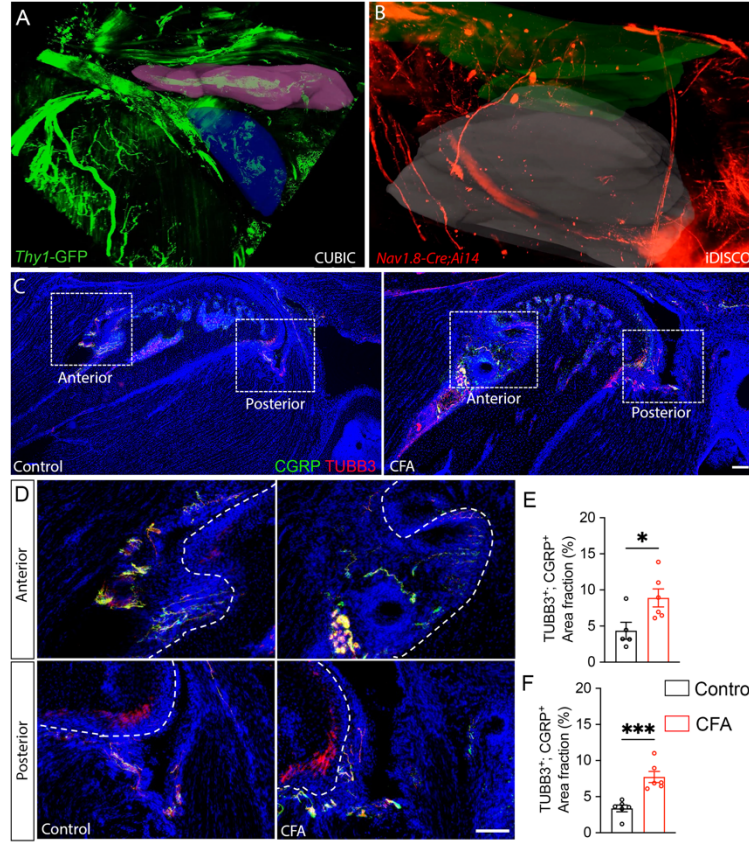

**Figure S1.** Characterization of TMJ innervation in control and CFA mice. (A) Confocal imaging of TMJ from adult *Thy1-GFP* mice after CUBIC tissue clearance. (B) Confocal image of TMJ from adult *Nav1.8-Cre;Ai14* mice after iDISCO tissue clearance. (C, D) Immunofluorescence staining of anterior and posterior regions of sagittal TMJ sections with antibodies against CGRP (green) and TUBB3 (red). DAPI stains nuclei (blue). Scale bar: 100  $\mu$ m. Images in D (20 x objective) are enlargements of boxed regions in C (4 x objective). (E, F) Quantification of CGRP<sup>+</sup>;TUBB3<sup>+</sup> area fraction surrounding TMJ. N = 5-6 mice.

All data are represented as mean  $\pm$  SEM calculated by Student's *t*-test, n = 5-6 mice, \**p*<0.05, \*\*\**p*<0.001.

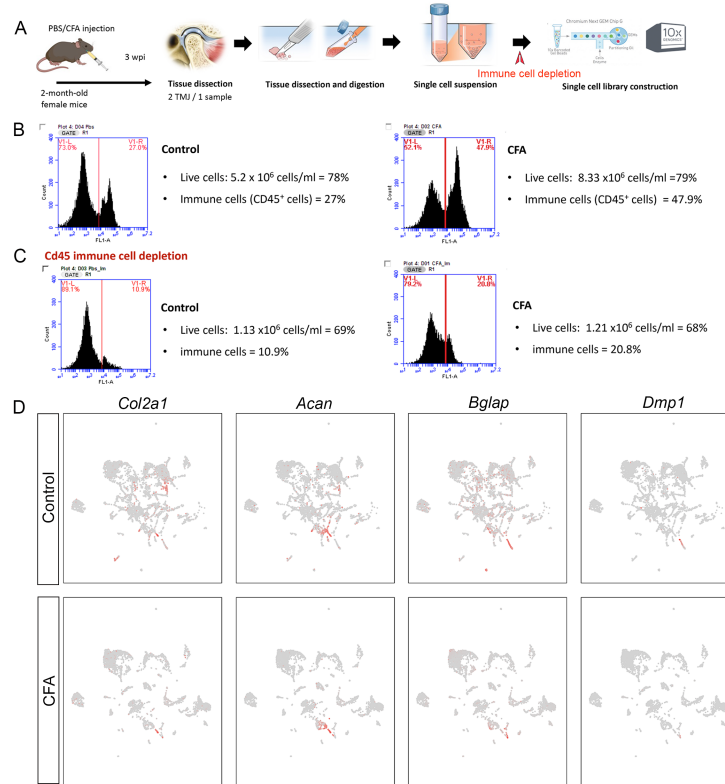

**Figure S2.** scRNA-seq analysis of TMJ in control and CFA mice. (A) Schematic diagram of TMJ inoculation and experimental procedure of single-cell analysis with immune cell depletion. (B, C) FACS analysis of live cells and immune cells before and after the Cd45 immune cell depletion in single-cell preparation. (D). Feature plots showing the expression of indicated genes that are overlaid on the UMAP plot.

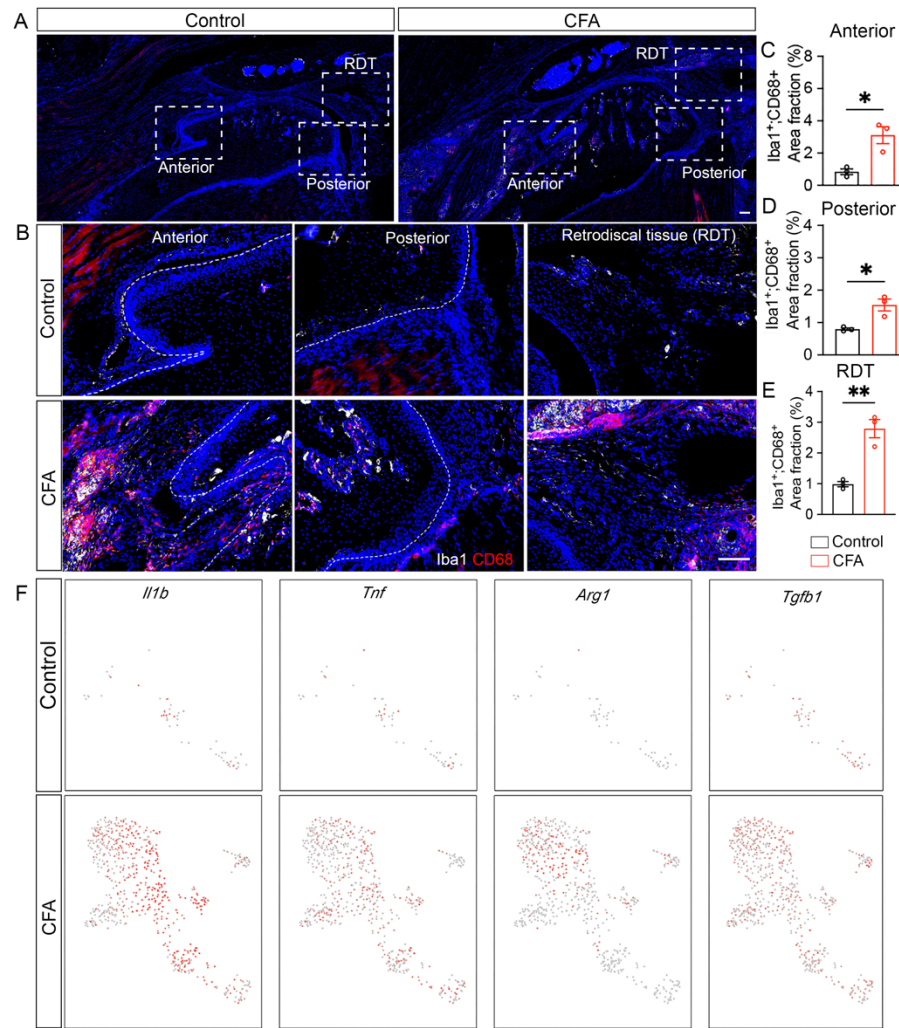

**Figure S3.** Macrophage activation in CFA TMJ. (A, B) Confocal imaging of sagittal TMJ sections stained with antibodies against Iba1 (red) and CD68 (white). DAPI stains nuclei (blue). Images in b (20 x objective) are enlargements of boxed regions of TMJ in a (4 x objective) at the anterior, posterior, and RDT regions. Scale bars: 100  $\mu$ m. (C-E) Quantification of the area fraction of Iba1<sup>+</sup>CD68<sup>+</sup> in the TMJ area. (F) Feature plots showing the expression of indicated genes that are overlaid on the UMAP plot.

All data are represented as mean  $\pm$  SEM calculated by Student's *t*-test, *n* = 3 mice, \**p*<0.05, \*\**p*<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

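The measurements were 2 single-cell RNA sequencing libraries, 1 of mouse TMJs injected with PBS and 1 of mouse TMJs injected with CFA, collected 3 weeks after injection. The authors made the values with Cell Ranger 7.0.1, which aligned the reads to GRCm38 (mm10), counted UMIs per gene and barcode and filtered the barcodes, and they deposited the UMI counts as raw counts without normalization. The annotation release is not stated in the paper's text. The lowest UMI total of a barcode was 500 in the PBS and 501 in the CFA library. Of the deposited barcodes, 1537 PBS and 944 CFA barcodes had fewer than 500 genes. Among those with at least 500 genes, 289 and 412 had over 10% mitochondrial UMIs, so the study's limits on cells had not been applied to the deposited counts. The libraries shared 10 barcode sequences, and 40 gene symbols were carried by more than 1 gene ID. Gene positions were taken from the GENCODE annotation of GRCm38. The assignment of the libraries to conditions came from the sample labels and the paper.

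From the counts, cells with at least 500 genes and at most 10% mitochondrial UMIs were kept, as in the methods. Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, R 4.3.3, Matrix 1.6.5) normalized each library with SCTransform, integrated both with integration anchors on 3000 genes, and clustered the cells on 200 principal components at a resolution of 1.5, all other settings at their defaults. The paper names Seurat 3 in its results and version 4.9.9 in its methods, and neither version was used here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 computed all other values, matplotlib 3.10.9 drew the figures, and Scrublet (in scanpy 1.11.5) scored doublets in each library. The random seed was 1.

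Clusters were named from markers of 26 classes and 6 subtypes that were listed before the data were examined, the paper's markers among them. A marker was detected in a cluster when at least 25% of its cells held a UMI and its level was at least 2-fold that of the other cells, with 10 CPM (UMIs of a gene scaled to an equal total) added to both levels. A cluster with under 3 detected markers, with more markers of another class than of its own among its 10 leading genes, or with a median UMI count under 0.333 of its library's and none of its own markers among those 10 genes stayed unnamed. This scoring rule was revised after a first naming had been seen, in which folds were taken over both libraries pooled. Folds were then taken within each library, because the libraries differ in their hemoglobin and other background RNA, and the pooled rule was kept as an alternative. The naming step was tested on simulated data with 12 clusters over 32285 genes, of which 12 were named correctly. Each simulated cluster had the listed markers of its class raised in a profile shared by all, without mixed barcodes or a difference between libraries. The test thus checks that the rule runs as written and does not bear on names of mixed clusters. Endothelial-like cells, fibroblast-like with muscle-like cells, and myeloid cells were each reclustered on 30 principal components at a resolution of 0.3, since the paper's text gives no settings for this step.

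No test between the conditions was made, because each has 1 library, and no p-value, standard error or count of changed genes was computed from cells. Shares of cells carry exact Clopper-Pearson 95% intervals, sums of UMIs carry exact Poisson intervals, and a count of 0 was given the upper limit of 3 counts. Shares of cells with a UMI and genes per cell were computed as counted and again after thinning each cell to 1000 UMIs. For ratios of CFA to PBS CPM within a class, counts were summed over the cells of endothelial-, fibroblast-, Schwann- and neutrophil-like classes, each with at least 50 cells in both libraries. The genes named were fixed by a rule before the data were examined. It takes every gene the paper names for its scRNA-Seq data and, in each of these classes, the 3 genes with the highest and the 3 with the lowest ratio among genes with at least 10 UMIs in each library and at least 100 CPM in 1 of them. Mitochondrial, ribosomal protein, hemoglobin and immunoglobulin genes were left out of it, as were genes whose level in the class was under 0.2 of that in the highest class of the same library. The endothelial-like ratio step was tested on simulated counts of 2089 genes with 200 genes changed 4-fold. Of these, 127 passed the filter, 100% of them were at the ends of the ranking, and 94.4% of the intervals covered the true ratio.

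Alternatives set before the data were examined were a resolution of 0.8, 50 principal components, log-normalized counts on 2000 variable genes merged without integration, a mitochondrial limit of 20% or none, at least 1000 genes per cell, every deposited barcode, each cell classed on its own by its detected markers, other denominators, removal of the cells that Scrublet marks, thinning to 2000 UMIs, a recluster resolution of 0.6, clustering without the subtype markers, scaling by the median ratio of genes, and a mean over cells in place of a sum. Scrublet's automatic threshold marked 1 PBS and 3 CFA cells, so it did not find doublets, and removal of the 5% of cells with the highest scores (312 PBS and 232 CFA cells, ties included) was added after seeing the data. The other alternatives added after seeing the data were leaving out barcodes with over 1% of their UMIs from 6 hemoglobin genes, the pooled naming rule, counting clusters that were led by genes of another class in the class of those genes, and counting the cluster with few UMIs as endothelial-like, alone or together with the hemoglobin limit. For the closing section, lists of 27 interferon-gamma response genes and 20 type I interferon response genes were written down before they were tested. A list of 14 gland genes (secretoglobins, odorant binding proteins and related secreted proteins) was written down after such genes had been seen to lead clusters of the PBS library. Each interferon list was compared with 10000 random lists matched on expression by drawing from the 200 genes nearest in level, with 0.5 UMIs added to each count. CellChat was not run here, and the imaging, staining, flow cytometry and behavior data were not analysed here.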

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

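The leaving out of barcodes over 1% hemoglobin, both comparisons of fibroblast genes with other classes, the test of how far a few cells hold the UMIs of a gene, and the test of *H2-D1* against other cells were chosen after the results were seen. The paper does not report CFA to PBS ratios of single genes within its cell classes. The genes below are those with the 3 highest ratios in each class under the rule fixed before the data were examined, and each stands out because its CFA level lies far above its PBS level beyond counting error. Since each condition has 1 library, the condition and the library cannot be told apart for any of them, and animals and preparation stay open with the CFA treatment. Intervals are exact and cover counting error only.

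In endothelial-like cells, *Ubd* (chromosome 17 of GRCm38, 37193892 to 37196095) had 65 UMIs in the PBS and 2816 in the CFA library, 10.5 and 392.9 CPM, a log2 ratio of 5.23 (4.87 to 5.61). *Gbp4* (chromosome 5, 105115767 to 105139586) followed with 3.04 (2.91 to 3.17) and *Tmem252* (chromosome 19, 24674008 to 24682233) with 2.73 (2.53 to 2.93). *Gbp4* belongs to a family of similar guanylate-binding genes, between which UMIs can be split, and is uncertain in that respect. Barcodes of mixed RNA in the PBS library do not account for these ratios, since over barcodes at or under 1% hemoglobin the median of the 3 was 3.00, against 3.04 with them. RNA from other cell classes would put the genes at a like share of all cells, but the thinned share with a UMI was 10.9 times that of other CFA cells in the median. Cells with many UMIs in total do not account for the set, since as a mean over cells the log2 ratios were 4.83, 3.00 and 2.17, with a median of 3.00. A few cells with a high level of the gene are another matter. The 5% of CFA cells with most UMIs of each gene held 98.1% of those of *Ubd*, which was found in 88 of 1155 cells, and 63.7% of those of *Tmem252*, against 33.5% of those of *Gbp4*. The *Ubd* ratio thus rests largely on a small part of the class. *Tmem252* was found in 265 of 1155 cells, and outside the 5% its UMIs still exceeded the 236 of the PBS library. A few cells thus account for part of the *Tmem252* ratio, and they are argued against for *Gbp4*. A candidate explanation is a response to interferon gamma in the CFA library. The other genes of that list had a median log2 ratio of 1.20, with 25 of 27 higher in the CFA library and a median above all of the 10000 matched random lists, whose central range was -0.11 to 0.25. The type I interferon list had a median of 0.19, at the 87.8th percentile, with 13 of 17 genes higher, so this explanation is not borne out in endothelial-like cells. Neither list says why few cells held most UMIs of *Ubd* and *Tmem252*. The lists share 0 genes.

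In fibroblast-like cells, *Hp*, the haptoglobin gene (chromosome 8, 109575128 to 109579172), rose from 38 to 4985 UMIs, a log2 ratio of 7.25 (6.79 to 7.75). *H2-Q7* (chromosome 17, 35439155 to 35443773) had 6.53 (5.82 to 7.34) and *Chl1* (chromosome 6, 103510586 to 103750211) 6.38 (5.68 to 7.20). *H2-Q7* is 1 of several near-identical class I histocompatibility genes and its count is uncertain. Without barcodes over 1% hemoglobin the median of the 3 was 7.69, against 6.53 with them, so mixed RNA in the PBS library is argued against, and as a mean over cells it was 6.19, so cells with many UMIs in total are as well. The 5% of CFA cells with most UMIs of each gene held 78.2% of those of *Hp*, 54.1% for *Chl1* and 33.0% for *H2-Q7*. Of 336 CFA cells, 92 held *Hp* and 117 held *Chl1*. Outside the 5%, the UMIs of both still far exceeded the 38 and 16 of the PBS library. A few cells thus account for part of the *Hp* and *Chl1* ratios and not for all of them. The thinned shares of CFA cells with *Hp* (12.7% in the class and 12.1% in other cells) and *H2-Q7* (15.2% and 13.8%) were close, so the levels were set against the lowest of the other 3 classes. In CPM of the CFA library, *Hp* had 925.4 against 12.5 in Schwann-like cells, *Chl1* 213.5 against 0.865 in neutrophil-like cells, and *H2-Q7* 235.8 against 90.0 in neutrophil-like cells. The median of these 3 ratios was 73.9, which free RNA reaching all classes alike would not give. *H2-Q7* alone was at 2.62, so for that gene expression in many classes stays open. Each gene was higher still in another CFA class, *Hp* with 1149 CPM in neutrophil-like, *Chl1* with 227.1 in Schwann-like and *H2-Q7* with 343.4 in endothelial-like cells. The fibroblast-like levels were 80.6%, 94.0% and 68.7% of these, whereas the markers of those classes reached in fibroblast-like cells a median of 0.0834%, 0.726% and 0.349% of their own level. Cells or RNA of those classes would bring their other abundant transcripts too and are argued against for the set. The interferon-gamma list had a median log2 ratio of 2.85 (25 of 26 genes higher) and the type I list 2.42 (18 of 18), both above all matched random lists, whose ranges were -0.15 to 0.18 and -0.21 to 0.21. A broad interferon response may account for *H2-Q7*, but neither list says anything of *Hp* or *Chl1* themselves.

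In Schwann-like cells, *Fabp7* (chromosome 10, 57784881 to 57788450) rose from 275 to 3591 UMIs, a log2 ratio of 3.39 (3.22 to 3.58), *Ctnnd2* (chromosome 15, 30172593 to 31029341) had 3.35 (2.96 to 3.76), and *H2-D1* (chromosome 17, 35262730 to 35267499), a class I histocompatibility gene whose UMIs can be split with its paralogs, had 3.15 (2.89 to 3.42). The median of the 3 was 3.31 without barcodes over 1% hemoglobin. As a mean over cells it was 2.21, so cells with many UMIs in total account for part of its size and not for all of it. *Fabp7* was found in 38 and *Ctnnd2* in 22 of 379 CFA cells, and the 5% of cells with most UMIs of each held 98.0% and 99.6% of them, against 32.5% for *H2-D1*. The first 2 ratios thus rest on a few cells, and whether these are Schwann cells was not tested. The thinned share of CFA cells with a UMI was 2.11 times that of other cells in the median. This share argues against RNA present alike in all cells for the set. It does not for *H2-D1*, which was found in 39.9% of Schwann-like and 57.6% of other CFA cells, a ratio of 0.693, so RNA from other cells may contribute to *H2-D1*. The medians of the interferon-gamma list, 1.65 (23 of 23 genes higher), and of the type I list, 1.28 (11 of 12), lay above all matched random lists, with ranges of -0.09 to 0.34 and -0.20 to 0.42. They are consistent with an interferon response in the CFA library as a hypothesis for *H2-D1*, and say nothing of *Fabp7* and *Ctnnd2*.

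In neutrophil-like cells, *Clec4n* (chromosome 6, 123229843 to 123247021) rose from 11 to 1280 UMIs, a log2 ratio of 5.53 (4.69 to 6.54). *Pla2g7* (chromosome 17, 43568098 to 43612201) had 5.03 (4.30 to 5.87) from 15 and 1231 UMIs, and *Gbp5* (chromosome 3, 142493978 to 142522344), also of the guanylate-binding family, 4.57 (3.72 to 5.58) from 11 and 658. Scaling by the median ratio of genes shifts all log2 ratios of this class by 0.21, to 5.75 for *Clec4n*, so the ratios are relative to the scaling. Most PBS neutrophil-like cells are barcodes over 1% hemoglobin, but without such barcodes the median was 4.59. The thinned share was 2.66 times that of other CFA cells, which argues against RNA present alike in all cells for the set. These other cells were pooled, so RNA of a single class, such as the macrophage-like cells, was not tested. The mean over cells gave 5.76, so cells with many UMIs in total are argued against for the set. The 5% of cells with most UMIs of each gene held 53.0% of those of *Clec4n*, 50.7% of those of *Pla2g7* and 46.8% of those of *Gbp5*. A few cells thus hold much of each, and the *Pla2g7* and *Gbp5* shares lie too near the limit set for this test. *Clec4n* was found in 169, *Pla2g7* in 202 and *Gbp5* in 113 of 357 CFA cells. Outside the 5%, the UMIs of each still far exceeded the 11, 15 and 11 of the PBS library. A few cells thus do not account for the whole of any of these ratios. Neutrophil-like cells of the libraries may also differ in maturity, which was not tested. The interferon-gamma list had a median log2 ratio of 1.84, with 25 of 26 genes higher and a random range of -0.37 to 0.35. The type I list had 0.83 with 17 of 18 genes higher, above all random lists (-0.59 to 0.26), so these genes were higher as a group in the CFA library too. Their median was below the log2 ratio of 1 set before the test as the size for a candidate explanation, so whether a type I response contributes to the 3 genes stays open. No explanation in these paragraphs separates the CFA treatment from the library.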

How the results depend on the processing

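Leaving out barcodes over 1% hemoglobin, removing the 5% of cells with the highest doublet scores, naming by pooled folds, counting unnamed clusters by their leading genes and counting the cluster with few UMIs were chosen after seeing the data, and all other alternatives before. No paired analysis was possible because each condition has 1 library. Among summary results, the alternatives set before gave 126 values that stayed within the interval of the reported one, 54 that moved and 2 that reversed, and those chosen after gave 65, 27 and 2. Among single genes, subclusters and other cell classes, the counts were 184 that stayed, 25 that moved and 1 that reversed, and 98, 17 and 3. The 34 values with counts scaled by the median ratio all stayed, as did the 8 ratios with the subtype markers left out of the clustering. Under the latter the lining-like share itself went from 4.84% and 1.43% to 11.7% and 2.15%, and a subcluster led by erythrocyte genes was no longer separate.

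The number of cells follows from each limit by construction. It was 5996 PBS and 4591 CFA cells with a mitochondrial limit of 20%, 6134 and 4765 with none, 4520 and 3767 with at least 1000 genes, 7671 and 5709 with every deposited barcode, and 2667 and 4014 without barcodes over 1% hemoglobin. The median genes per cell were 1729.5 and 2274 with no mitochondrial limit, 2220 and 2770 with at least 1000 genes, 1370 and 1881 with every barcode, and 2723 and 2516.5 without barcodes over 1% hemoglobin. Thinned to 1000 UMIs, they were 675 in the CFA library with a mitochondrial limit of 20%, 665 and 672 with none, 679 and 683 with at least 1000 genes, 645 and 661 with every barcode, and 692 and 684 without barcodes over 1% hemoglobin. Thinned to 2000 UMIs, they were 1159.5 and 1154, so the order of the libraries after thinning is not stable.

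The CFA to PBS ratio of the immune share, 1.88, stayed above 1 under each alternative for which it was computed. It was 1.33 at a resolution of 0.8, 1.60 with 50 principal components, 1.59 with log-normalized counts, 1.65 with a mitochondrial limit of 20%, 1.58 with at least 1000 genes, 1.66 without the highest doublet scores, 2.36 without barcodes over 1% hemoglobin, 2.30 with pooled names, 3.18 with each cell classed on its own, 1.52 with unnamed clusters counted by their leading genes and 1.71 among cells other than erythrocyte-like. The endothelial ratio, 1.88, was 2.11 with log-normalized counts, 1.68 with at least 1000 genes, 1.41 with each cell classed on its own, 1.72 among cells other than erythrocyte-like and 2.04 with immune cells left out as well. Without barcodes over 1% hemoglobin it reversed to 0.901, and with the cluster of few UMIs counted as well it was 1.03. The neutrophil ratio, 1.8, reversed to 0.765 at a resolution of 0.8 and to 0.573 with log-normalized counts, and to 0.852 with unnamed clusters counted by their leading genes, which adds 2 clusters mostly of PBS cells. It was 1.05 with 50 principal components, 1.34 with a mitochondrial limit of 20%, 1.09 with at least 1000 genes, 1.28 without the highest doublet scores, 3.19 without barcodes over 1% hemoglobin, 4.91 with pooled names and 3.16 with each cell classed on its own. The Schwann ratio, 1.66 (1.43 to 1.92), reversed to 0.809 (0.701 to 0.933) without barcodes over 1% hemoglobin. The muscle ratio, 1.64 (1.35 to 1.98), reversed to 0.441 with log-normalized counts, 0.807 without barcodes over 1% hemoglobin and 0.754 with pooled names, each with an interval below 1. For the reversals by clustering and naming the cause was not tested.

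The chondrocyte ratio, 0.809, was 0.0159 with a mitochondrial limit of 20%, where a cluster of 198 PBS and 193 CFA cells stayed unnamed because both chondrocyte and osteocyte genes led it, and 0.457 with at least 1000 genes. Its interval of 0.620 to 1.06 includes 1, while those of these values and of the ratios among cells other than erythrocyte-like (0.739), without the highest doublet scores (0.705) and without barcodes over 1% hemoglobin (0.657) lie below 1. The osteocyte ratio, 0.129, was 0.409 with at least 1000 genes, 0.0728 without the highest doublet scores, 0.532 without barcodes over 1% hemoglobin and 0.634 with each cell classed on its own. The monocyte ratio, 5.28, was 1.01 (0.811 to 1.26) at a resolution of 0.8 and 2.31 without barcodes over 1% hemoglobin. The macrophage ratio, 17.7, was 37.9 with each cell classed on its own, and had no value at a resolution of 0.8 or with log-normalized counts, where no cluster took that name. The fibroblast ratio, 0.868, was 0.499 without barcodes over 1% hemoglobin, 0.682 with pooled names, 0.677 with unnamed clusters counted by their leading genes and 0.586 with each cell classed on its own. The 0.677 adds a cluster of 146 PBS and 0 CFA cells with a median of 18.1% hemoglobin UMIs. Osteoclast-like cells were 0.138% of CFA cells when each cell was classed on its own, and 0 under the other alternatives.

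Among endothelial subtypes, the Plvap capillary ratio, 0.915, was 1.40 (1.09 to 1.8) at a recluster resolution of 0.6, 1.44 (1.12 to 1.85) without the cells that Scrublet marks and 1.34 (1.04 to 1.72) without barcodes over 1% hemoglobin. These intervals lie above 1 and the reported one, 0.742 to 1.13, includes it, so the direction depends on the processing. The sublining ratio, 0.907, was 1.05 (0.893 to 1.23) at a recluster resolution of 0.6 and 1.29 (0.853 to 1.94) without barcodes over 1% hemoglobin, where it rests on 40 PBS and 45 CFA cells, because a cluster of 236 PBS and 179 CFA cells with sublining markers was led by chondrocyte genes and stayed unnamed. Neither interval excludes 1. A myeloid subcluster was named monocyte-like only at a recluster resolution of 0.6 (38.9% of PBS and 11.1% of CFA myeloid cells), so there was no value at 0.3 to compare it with. The log2 ratio of *Prg4* in fibroblast-like cells, -0.58, was -0.66 with perivascular-like cells included, -0.46 without the highest doublet scores and -0.71 without barcodes over 1% hemoglobin. As a mean over cells, the median of the 3 lowest log2 ratios was -2.01 in endothelial-like cells (-1.69 as a sum) and -4.34 in neutrophil-like cells (-3.54 as a sum), and that of the 3 highest was 2.21 in Schwann-like cells (3.35 as a sum). The 3 highest in fibroblast-like cells had 7.69 without barcodes over 1% hemoglobin (6.53 with them). The 3 lowest in neutrophil-like cells had -5.01 without the highest doublet scores and -2.02 without barcodes over 1% hemoglobin. The cause was not tested for these values.

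The depth limits several results. With 54 myeloid PBS cells, 8 lining-like CFA cells or 16 osteocyte-like CFA cells behind a share, a ratio is known only to within a wide interval. Scrublet removal took out 1 PBS and 3 CFA cells, and the change in the Plvap capillary ratio under it shows that reclustering is sensitive to a few cells. After thinning, the ratio of *Mki67* detection in Plvap capillary over other endothelial PBS cells was 2.07 (0.881 to 4.85), but 3.87 (1.97 to 7.61) when thinned to 2000 UMIs and 4.54 (1.68 to 12.3) without the highest doublet scores, so whether its interval excludes 1 depends on these choices, and the CPM go the other way. *Cx3cr1* in subcluster 3 of the myeloid CFA cells was 2.53 times (0.327 to 19.6) the endothelial-like share, and 3.75 times (1.13 to 12.4) at 2000 UMIs. The ratio of *Igf1* in myeloid CFA cells with over without *Cx3cr1*, 0.920 (0.126 to 6.71), has no established direction.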

Differences from the paper's values

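Removal of the highest doublet scores and of barcodes over 1% hemoglobin, and counting unnamed clusters by their leading genes, were chosen after seeing the values, and the other alternatives before. Values of Fig. 4E were read by eye, and the cell names were rebuilt here. The paper's shares are of its 7667 PBS and 7856 CFA cells, and those here are of 5845 and 4353 cells, so no direction is given for them.

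The paper's number of CFA cells is 7856, and 4353 passed the study's limits here. Among the alternatives set before the data were examined, keeping every deposited barcode (5709) came within 1.5 times of the paper's number, and a mitochondrial limit of 20%, no mitochondrial limit and at least 1000 genes per cell did not. The paper's number of CFA cells is above the 5709 CFA barcodes analysed here before any limit. The paper's number of PBS cells, 7667, compares with 7671 PBS barcodes before any limit and 5845 cells after the study's limits.

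Fibroblasts are about 29% of PBS and about 15% of CFA cells in the paper's Fig. 4E, and 8.90% and 7.72% here. Classing each cell on its own gave 23.4% and 13.7%, and leaving erythrocyte-like and immune cells out of the denominator gave 12.1% for the CFA library, each within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not. Neutrophils are about 10% of PBS cells in the paper's Fig. 4E, compared with 4.55% here, with 10.9% at a resolution of 0.8, 8.02% with 50 principal components and 6.86% with log-normalized counts, and not under the others set before the data were examined. Counting unnamed clusters by their leading genes, chosen after seeing the values, gave 9.65%. Monocytes are about 0.8% of PBS cells in the paper's Fig. 4E, compared with 0.513% here, with 0.796% at 1000 genes per cell, 0.701% with each cell classed on its own and 0.605% among cells other than erythrocyte-like. B cells are about 2.0% of CFA cells in the paper's Fig. 4E, compared with 3.47% here, with 2.87% when each cell was classed on its own. Muscle cells are about 1.3% of PBS and about 3.3% of CFA cells in the paper's Fig. 4E, and 3.11% and 5.10% here. Classing each cell on its own gave 4.71% for the CFA library, and removal of the highest doublet scores, chosen after seeing the values, gave 4.78%, while none of the alternatives set before the data were examined closed the gap for the PBS library. Osteocytes are about 2.7% of CFA cells in the paper's Fig. 4E, compared with 0.368% here, and macrophages about 13% and 6.06% here, and none of the alternatives set before the data were examined closed either gap. A further 268 CFA cells were named Spp1 macrophage-like here.

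The paper states that neutrophils expanded in CFA mice and also reports more Ly6b-positive neutrophils in stained synovial tissue. Its Fig. 4E, a share of sequenced cells and not a measure on sections, shows about 10% in PBS and about 8.8% in CFA cells. Here the share rose from 4.55% to 8.20%, a ratio of 1.8, and the ratio was below 1 at a resolution of 0.8 (0.765) and with log-normalized counts (0.573), as well as with unnamed clusters counted by their leading genes (0.852), chosen after seeing the values. The paper's text describes monocytes, macrophages and osteoclasts as separate clusters of all cells, and no cluster of all cells was named osteoclast-like here. The cells concerned, 4 PBS and 268 CFA cells, were named Spp1 macrophage-like, and on reclustering of the myeloid cells a subcluster of 4 PBS and 267 CFA cells, mostly the same, was osteoclast-like with 6 of 8 markers detected. The paper's discussion states that fibroblast-like synoviocytes increased, and the fibroblast-like ratio here was 0.868. The paper's evidence includes a rise of *Thy1* by RNAscope on synovial sections. The ratio here is of shares of cells in suspension from the whole joint region, so the values are of different kinds. The paper states an increase of endothelial cells, which was found here (1.88) and not without barcodes over 1% hemoglobin (0.901), an alternative chosen after seeing the values. The paper states that lining fibroblasts specifically express *Prg4*. Here sublining-like cells had 958.6 CPM in the PBS and 1709 in the CFA library, below the lining-like cells. The paper states that *Igf1* is enriched in *Cx3cr1*-positive macrophages. Here *Igf1* was at 479.0 CPM in fibroblast-like and 60.1 in myeloid CFA cells, and *Cx3cr1*-positive and *Cx3cr1*-negative myeloid cells did not differ beyond counting error (20.5% and 17.4%).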

Other observations

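The tests of free RNA, doublets of whole cells and leaking cells, and those of the endothelial and osteocyte shares against the hemoglobin limit, were chosen after the results were seen, and the other tests before. The alternative without barcodes over 1% hemoglobin was itself chosen after seeing the data. No test separates the treatment from the library, since each condition has 1 library.

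Of the PBS cells outside erythrocyte-like clusters, 46.3% held over 1% hemoglobin UMIs, against 0.717% of CFA cells, and these PBS barcodes also held RNA of other origins. Genes of secretory glands, a list of 14 secretoglobins, odorant binding proteins and related genes, had 504893 UMIs in the PBS library, 0.987% of its total, and 1 in the CFA library. *Obp1a* alone had 123381 PBS UMIs and 0 in the CFA library, and *Mucl2* 115636 and 1. Free RNA present alike in each droplet is argued against, since barcodes over 1% hemoglobin held a median of 27 gland-gene UMIs and the other PBS barcodes 4, a ratio of 6.75. Doublets of 2 whole cells are argued against by their UMIs, with a ratio of medians of 0.34. Leaking cells would raise the mitochondrial share, and its ratio was 0.955. Doublets in the sense of Scrublet and their absence cannot be told apart. The highest scores fell on these barcodes 1.10 times as often, and the caller had found no working threshold. Tissue of a gland in the PBS dissection alone is a possible explanation of the gland genes. It is a hypothesis that no test addressed beyond the ratio of 6.75, and the list of genes was drawn up after such genes had been seen in the PBS library.

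These barcodes bear on the class shares unequally. With them left out before clustering, the endothelial ratio of CFA to PBS moved from 1.88 to 0.901 and the osteocyte ratio from 0.129 to 0.532, in a way consistent with a large part of both differences coming from such barcodes. The immune ratio went to 2.36 and the fibroblast ratio to 0.499, both farther from 1, so the barcodes do not account for those directions. The chondrocyte ratio went to 0.657, but clusters were formed and named anew there, so its direction is not settled. With all barcodes kept, a chondrocyte-like cluster held 80 PBS cells and 1 CFA cell, with a median of 15.6% hemoglobin UMIs in the PBS cells. The other chondrocyte-like cluster held 61 PBS and 84 CFA cells. The Schwann ratio went from 1.66 to 0.809 and the muscle ratio from 1.64 to 0.807. For the endothelial share, the larger number of erythrocyte-like cells in the PBS library was tested too, and without them in the denominator the ratio was 1.72, so it accounts for little. For the osteocyte share, the values of its genes are mixed. Over barcodes at or under 1% hemoglobin, *Dmp1* had 7.46 PBS and 1.28 CFA CPM, against 7.14 and 1.18 over all cells. *Bglap* had 882.4 and 357.4 CPM, against 945.3 and 328.7. The thinned shares of cells with *Bglap* came closer, at 4.86% and 1.67% against 10.5% and 1.56%. Whether the barcodes over 1% hemoglobin are cells of the joint was not settled. True differences in the shares of endothelial cells and osteocytes stay open.

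The higher number of genes per cell in the CFA library went with its higher median depth and with the barcodes over 1% hemoglobin. After thinning, the difference of the medians was 1.50% of the PBS median, against 36.4% before, as a difference in depth would give. The remaining difference of 10 genes became -8 without barcodes over 1% hemoglobin. Thinning removes a difference in depth whatever its cause, so whether that cause is technical stays open. The higher depth was not alike in all classes. Median UMIs per cell were 5193 in PBS and 4149 in CFA endothelial-like cells, and 3920 and 3494 in Schwann-like cells. No biological explanation was tested.

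The paper reports from RNAscope that *Prg4* fell and *Thy1* rose in the synovium of CFA mice. In the fibroblast-like cells of the libraries, *Prg4* had 20710 UMIs in the PBS and 11939 in the CFA library, 3308 and 2216 CPM, a log2 ratio of -0.58 (-0.61 to -0.55). The share of cells with a *Prg4* UMI went the other way, 53.3% and 64.3%, and 29.4% and 35.2% after thinning, so no order of the libraries is read from the share. *Thy1* had 663 and 297 UMIs, 105.9 and 55.1 CPM, a log2 ratio of -0.94 (-1.14 to -0.74), and 10.0% and 3.94% of thinned cells held one. The libraries count RNA of cells in suspension, 1 library per condition, and RNAscope was measured on tissue sections, so the values are of different kinds.

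The genes with the lowest CFA to PBS ratios under the same rule included *Gm10076* (chromosome 14 of GRCm38, 105681828 to 105682211) and *Gm47283* (chromosome Y, 90784738 to 90816464) in both endothelial-like cells, with log2 ratios of -1.82 and -1.69, and Schwann-like cells, with -1.72 and -2.22. In fibroblast-like and neutrophil-like cells, both were lower too, with -1.61 the highest of those 4 ratios and -2.59 the lowest. This is consistent with a difference between the libraries that is alike in all 4 classes, such as in library preparation, and not with 1 class changing. *Gm47283* is annotated on chromosome Y although the mice were female, so its UMIs may come from a similar sequence elsewhere, which was not tested. The others were *Cyp26b1* (-1.65) in endothelial-like, *C430049B03Rik* (-5.18), *H19* (-2.75) and *Cpe* (-2.13) in fibroblast-like, *Gm20754* (-1.87) in Schwann-like, and *Igf1* (-3.81), *Bpgm* (-3.54) and *Id3* (-3.30) in neutrophil-like cells. Without barcodes over 1% hemoglobin *Bpgm*, a gene of red blood cells, was at -0.68.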
